# Integrative Analysis of Gene Expression and miRNAs Reveal Biological Pathways Associated with Bud Paradormancy and Endodormancy in Grapevine

**DOI:** 10.3390/plants10040669

**Published:** 2021-03-31

**Authors:** Shuchi Smita, Michael Robben, Anup Deuja, Monica Accerbi, Pamela J. Green, Senthil Subramanian, Anne Fennell

**Keywords:** grapevine, miRNA, photoperiod, dormancy, regulatory network

## Abstract

Transition of grapevine buds from paradormancy to endodormancy is coordinated by changes in gene expression, phytohormones, transcription factors, and other molecular regulators, but the mechanisms involved in transcriptional and post-transcriptional regulation of dormancy stages are not well delineated. To identify potential regulatory targets, an integrative analysis of differential gene expression profiles and their inverse relationships with miRNA abundance was performed in paradormant (long day (LD) 15 h) or endodormant (short day (SD), 13 h) *Vitis riparia* buds. There were 400 up- and 936 downregulated differentially expressed genes in SD relative to LD buds. Gene set and gene ontology enrichment analysis indicated that hormone signaling and cell cycling genes were downregulated in SD relative to LD buds. miRNA abundance and inverse expression analyses of miRNA target genes indicated increased abundance of miRNAs that negatively regulate genes involved with cell cycle and meristem development in endodormant buds and miRNAs targeting starch metabolism related genes in paradormant buds. Analysis of interactions between abundant miRNAs and transcription factors identified a network with coinciding regulation of cell cycle and epigenetic regulation related genes in SD buds. This network provides evidence for cross regulation occurring between miRNA and transcription factors both upstream and downstream of *MYB3R1*.

## 1. Introduction

Grapevine is a seasonally indeterminate temperate fruit crop that grows in different climates across the world. The grape industry is currently threatened by global climate change that brings with it increasingly variable temperatures in spring, fall and winter. Transition of buds from paradormancy to endodormancy synchronizes the seasonal growth cycle of the grapevine and prepares it for winter [1]. Paradormancy limits bud break in response to signals from within the vine but external to the bud maintaining its growth potential but inhibiting bud break during the growing season. Upon perception of a genotype-appropriate environmental signals, the paradormant axillary bud transitions into endodormancy, where-in bud break is controlled by factors internal to the bud [2]. Unlike many fruit tree crops, which set terminal buds to enter dormant conditions in preparation for overwintering, grapevines abscise their shoot tips and develop endodormancy in the compound axillary buds that have developed continuously throughout the growing season [3,4,5].

Physiological and transcriptomic studies in grapevine and other species reveal multiple molecular changes occur during bud endodormancy induction [3,4,5,6,7,8,9,10]. An increase in sucrose and starch metabolism and secondary metabolism related gene expression is observed during the natural temporal transition from paradormancy to endodormancy [4,7]. A comparison of microarray data from multiple species (*Euphorbia esula, Solanum tubersum*, *Rubus ideaus*, *Vitis vinifera, Arabidopsis, Populus* hybrid, *V. riparia)* show an increase in cell cycle control and circadian rhythm gene expression as common factors across the species during endodormancy induction [5,11]. In leafy spurge (*Euphorbia esula* L.) crown buds, endodormancy induction relies upon ethylene signaling and crosstalk between photoperiod and temperature response pathways [12]. During the transition from paradormancy to endodormancy in *V. vinifera* buds, an increase expression of ABA related transcripts and a decrease in the expression of gibberellin and auxin signaling pathways is observed [9]. Similarly, during photoperiod-induced endodormancy in *V. riparia* an increase in abscisic acid, raffinose, trehalose, and resveratrol concentrations occurs [5].

A classic model of endodormancy induction in apical buds of perennial plants involves photoperiod dependent reduction of phytochrome A, constans, and flowering locus T/centrorodialis-like1 (FT1/CENL1) gene expression [13,14]. This model does not explain; however, the role of transcriptional regulators and environmental factors that affect induction of endodormancy, such as, the MADS-box transcription factors or temperature dependent growth cessation [15,16]. Recent work in cherry trees, suggests that epigenetic regulation could play a vital role in dormancy transitions resulting in large-scale transcriptomic modification and an increase in expression of chromatin remodeling proteins [13,14,17].

Even though microRNAs (miRNAs) play a significant role in post-transcriptionally regulating plant developmental processes, responses to the environment, and biotic and abiotic stress during seed dormancy, few studies have looked at its role in regulating bud dormancy induction [18,19,20,21,22]. Some reports suggest that cold and drought stress induced miRNAs play an important role in grapevine cold tolerance [23,24]. A few miRNAs show a more direct role in dormancy-associated processes. Crosstalk between miR6390 and C-repeat binding factor (CBF*)*, dormancy-associated MADS-box (DAM) and flowering locus T (FT2) genes play important roles in regulating endodormancy in pear and cherry flower buds and other trees [10,17,20,22]. Similarly, both miRNA156 and miRNA172 were found to regulate seed dormancy and flowering time in lettuce (*Lactuca sativa*) and *Arabidopsis thaliana* in a delay of germination 1 (DOG1) dependent manner [21]. However, no photoperiod-inducible miRNAs with a role in regulating the dormancy induction in *Vitis* species have been reported to this date.

*V. riparia *Michx. ′Manitoba 37′. presents an excellent woody plant model to study the regulation of endodormancy induction as, in contrast to many of the tree because unlike many of the tree species models, it undergoes the dormancy transition in existing compound axillary buds rather than confounding terminal bud organogenesis and dormancy induction at the end of a growing season [7,14,25]. Previous grapevine studies in greenhouse (25 to 28 °C) indicate that 21 days of short photoperiod treatment (SD; 13 h) results in a delay of bud break with full endodormancy being induced after 28 days in SD photoperiod while the long photoperiod (LD; 15 h) treated grapevines remain paradormant [26]. Co-incident with bud endodormancy induction a greater number of downregulated genes were observed during the endodormancy phase starting at 28 days of SD [5]. Therefore, in the present study, RNA-seq was used to analyze differential gene expression at this pivotal stage and miRNA abundance and inverse gene expression analysis and predicted motif gene set enrichment of downregulated genes were used to identify potential regulatory networks associated with bud endodormancy.

## 2. Results

### 2.1. Endodormancy Is Associated with Greater Down-Regulation of Gene Expression Relative to Paradormancy

Hierarchal clustering indicated the transcriptome profiles of the paradormant (LD) and endodormant (SD) buds are distinctly different (Figure S1, Table S1). 

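RNA of buds from *V. riparia* vines kept in a 15 h photoperiod (LD, paradormant) or moved to a 13 h photoperiod (SD, endodormant) for 28 days was sequenced, with 3 biological replicates per photoperiod. The authors trimmed the reads, aligned them with TopHat to the *V. vinifera* PN40024 genome and computed with Cufflinks a value per gene and sample in fragments per kilobase of gene model, scaled to the mapped reads of the sample (FPKM), and these FPKM values are what they deposited. Each of the 6 tables lists 29970 gene models by VIT identifier with the position of each locus. The FPKM values of one sample sum to between 806304 and 840786, and between 19416 and 19799 genes per sample had an FPKM of at least 1. The number of reads behind each sample is not in the files analysed here, so the depth is unknown and no count-based interval can be given. Relative depth was estimated from the regular steps between the lowest values, where 1 read sets the smallest FPKM a gene can have. Set to 1.00 for LD replicate 1, it was 0.80 in LD replicate 2, 0.73 in LD replicate 3, 0.75 in SD replicate 1, 0.66 in SD replicate 2 and 0.55 in SD replicate 3. The 100 genes with the highest FPKM held 15.1% to 17.2% of the summed FPKM of the LD samples and 18.1% to 18.8% of that of the SD samples. Fold changes below are the log2 of the ratio of the mean FPKM of the SD samples to that of the LD samples, with a standard error from the spread of the replicates (delta method). Adjusted p-values come from limma's moderated test on log2(FPKM + 1) with Benjamini-Hochberg adjustment, over the 20189 genes with a mean FPKM of at least 1 in LD or in SD. Gene names are those that Table S1 pairs with the identifiers, and positions are those of the authors' tables.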

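On the log2(FPKM + 1) values of the 20189 expressed genes, the Euclidean distance between an LD and an SD sample was 81.8 on average over 9 pairs and ran from 68.1 to 97.6. The distance between 2 LD samples averaged 66.5 over 3 pairs, and that between 2 SD samples averaged 56.4 over 3 pairs. The mean distance between photoperiods was 1.331 times the mean distance within them. Among the 10 ways to split the 6 samples into 3 and 3, the split by photoperiod had the largest ratio (exact permutation test, p = 0.1, the smallest p that 3 samples against 3 allow). Average, complete and single linkage each divided the samples into an LD cluster and an SD cluster. The first principal component held 48.3% of the variance and the second 19.7%. The ratio moved most, to 1.813, when the mean of each replicate number was removed first (replicate block), and it was lowest, at 1.247, with a pseudocount of 0.1 in place of 1. The paper reads its own clustering in Figure S1 as 2 distinct transcriptome profiles.

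**Figure D1:**
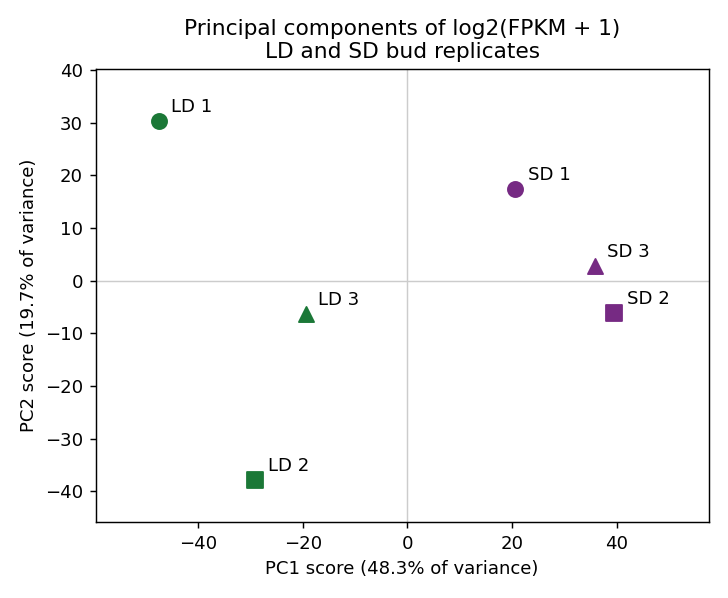
Scores of the 6 samples on the first 2 principal components of log2(FPKM + 1), LD replicates in green and SD replicates in purple, with the share of variance on each axis. The LD samples have first-component scores from -47.5 to -19.4 and the SD samples from 20.6 to 39.5, so the photoperiods do not overlap on this axis.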

There were 1336 genes differentially expressed (DEG) in the buds, of these, 400 were upregulated and 936 were downregulated in the SD buds relative to the LD buds (Table S1). 

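In limma's test, 2165 of the 20189 genes had an adjusted p-value of 0.05 or less. With a change of at least 2 times in the mean FPKM as well, 309 genes were up and 616 were down in SD relative to LD buds, or 925 genes, and in each of these the SD replicates lay all above or all below the LD replicates. A change of at least 2 times, whatever the p-value, was seen in 544 genes up and 1173 down. The GEO labels number the replicates 1 to 3 in both photoperiods, and with the replicate number as a block the counts were 303 up and 644 down. Of the 1336 rows of Table S1, 1323 are single genes of the authors' tables and the other 13 join several identifiers. In the FPKM values, 399 of the 400 genes that Table S1 lists as up were higher in SD, and 922 of its 923 single genes listed as down were lower. Their replicates did not overlap between photoperiods in 382 of the genes up and 776 of the genes down. Past the threshold of limma's test were 260 of the genes up and 564 of the genes down, or 824 of the Table S1 genes. The log2 fold changes correlated with the paper's values in Table S1 with a Pearson r of 0.992 across 1306 genes, which are not independent replicates and come from the same libraries. The count of genes depended most on the cut-offs, and an adjusted p-value of 0.05 alone gave 813 up and 1352 down.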

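Among the genes past this threshold with a mean FPKM of at least 1 in both photoperiods, the 5 largest decreases included 3 polygalacturonase GH28 genes. VIT_01s0127g00400, on chromosome 1 from 7734619 to 7740500, had an FPKM of 39.90 ± 13.49 (SD, n = 3) in LD and 3.80 ± 1.11 (SD, n = 3) in SD buds, a log2 fold change of -3.39 (standard error 0.37, limma adjusted p = 0.0041). The other polygalacturonases were VIT_05s0020g00420, with a log2 fold change of -3.37 (adjusted p = 0.013), and VIT_15s0046g02000, with -3.34 (adjusted p = 0.004). VIT_02s0025g02100, which Table S1 leaves without a name, and Aquaporin TIP1;3 (VIT_06s0004g04120) each had a log2 fold change of -3.11. The largest increase was in a heavy-metal-associated domain protein gene, VIT_00s2419g00010, with a log2 fold change of 3.32 (standard error 0.58). CYP87A3 (VIT_15s0048g01950) rose from 3.07 ± 0.40 to 24.36 ± 1.82 FPKM (SD, n = 3 each), a log2 fold change of 2.99 (standard error 0.13, adjusted p = 0.0014). An unnamed gene, VIT_16s0100g00740, had a log2 fold change of 2.96, an aspartyl protease, VIT_19s0090g01350, one of 2.92, and Dehydrin 1b, VIT_04s0023g02480, one of 2.69. Dehydrin 1b reached 4456.12 ± 168.70 FPKM in SD buds against 688.35 ± 393.71 in LD buds (SD, n = 3 each). Without SD replicate 1, the log2 fold change of VIT_02s0025g02100 was -3.82, the largest shift that leaving out a replicate gave any of these 10 genes.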

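Within LD, the distances between samples on log2(FPKM + 1) were 73.3 for replicates 1 and 2, 65.3 for replicates 1 and 3 and 61.0 for replicates 2 and 3. Those within SD were 59.3, 54.0 and 55.8 in the same order. Across the 20189 genes, Pearson's r ranged from 0.962 to 0.974 between LD samples, from 0.975 to 0.980 between SD samples and from 0.933 to 0.966 between photoperiods. LD replicate 1 was the farthest from the SD samples, at a mean distance of 90.5, and LD replicate 3 the nearest, at 72.4. The same replicate number in the labels went with shared deviations from the photoperiod means. The correlation across genes was 0.287 for the replicates numbered 1, 0.108 for those numbered 2 and 0.079 for those numbered 3. Their mean was 0.158, and the mean of the 6 pairs with different numbers was -0.079. Deviations from a photoperiod mean cancel within the photoperiod, so the second mean follows from the first and is no independent contrast. Among the pairs with different numbers, LD replicate 3 and SD replicate 2 had 0.107, above the 0.079 of the replicates numbered 3. Of the 6 ways to match LD with SD samples, the match by number gave the largest mean. With only 6 matches a coincidence cannot be excluded, and the replicates numbered 1 contributed most to this mean. The pairing is taken from the GEO labels, and the paper does not describe pairs. With this replicate block, 823 genes stayed past the threshold, 124 joined and 102 left, and the test counted 303 genes up and 644 down in SD buds against 309 and 616 without it.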

A clear distinction between the two treatments is observed (Figure S1), but there was variability between replications within each photoperiod treatment. Therefore, the DEG identified in this study were compared to the DEG in a previously published microarray study with similar conditions, resulting a strong correlation (R^2^ 0.8, Figure S2, Table S1). An overview of changes in biological processes and molecular function was obtained using gene set enrichment analysis (GSEA) with Vitis Network annotation. GSEA results using all expressed genes showed 26 VitisNet pathways were positively enriched in SD, notably glycolysis, phenylpropanoid biosynthesis, and starch and sucrose biosynthesis (Table S2). 

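The paper's enrichment used all expressed genes with VitisNet gene sets, which are not in the files analysed here, so the pathways were followed through the Table S1 genes, whose VitisNet annotation the authors give. Of 25 phenylpropanoid biosynthesis genes, 22 were higher in SD buds and 3 lower, so that 12.0% were down against 70.9% of the other 1298 genes (Fisher's exact test, p = 2.1e-09, adjusted p = 1.7e-08 over 8 pathways). Their median log2 fold change was 1.64, and 18 of the 22 increases passed the limma threshold. In starch and sucrose metabolism, 14 of 21 genes were higher in SD and 33.3% were lower, against 70.4% of the other genes (Fisher's exact test, p = 0.00056, adjusted p = 0.0015). Only 4 Table S1 genes belong to glycolysis, and 2 were higher and 2 lower in SD buds (Fisher's exact test, p = 0.59). Genes of one pathway are not independent of each other, and Table S1 holds only genes already selected as different. With only the genes past the limma threshold, the share of starch and sucrose metabolism genes that were down was 28.6%. With only those past it in the fit with the replicate block, a restriction added after seeing the data, it was 23.1%. From its enrichment over all expressed genes, the paper concludes that these 3 pathways were positively enriched in SD.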

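Of the 148 Table S1 genes annotated to VitisNet transcription factor families, 120 were lower and 28 higher in SD than in LD buds. The share lower, 81.1%, compared with 68.3% of the other 1175 genes (Fisher's exact test, p = 0.0012, adjusted p = 0.0024 over 8 pathways). By family, 18 of 20 AP2/EREBP genes, 9 of 14 MYB genes, 4 of 6 WRKY genes and all 7 homeobox genes were lower in SD. Of 3 HSF genes, 2 were higher. Without the replicate block, the decreases past the limma threshold were 3 in AP2/EREBP, 7 in MYB, 0 in WRKY and 4 in homeobox. The 2 increases in WRKY and the 2 in HSF passed. The replicates of 26 of the 148 genes overlapped between photoperiods. Among the 90 transcription factor genes past the limma threshold, 77.8% were down, and their share no longer differed from that of the other genes (adjusted p = 0.11, Fisher's exact test). In the fit with the replicate block 84 of the genes passed as down and 21 as up. With only these genes, a restriction added after seeing the data, the share down was 80% and differed from that of the other genes (adjusted p = 0.025, Fisher's exact test). The paper reports such pathways as enriched in LD buds only.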

There were no transcription factor pathways enriched in the SD buds; however, there were 19 transcription factor pathways enriched in LD buds. In addition, hormone signaling pathways were positively enriched in LD relative to SD buds. 

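Among 70 Table S1 genes of the hormone signaling pathways, 59 were lower in SD buds, a share of 84.3% against 69.0% of the other 1253 genes (Fisher's exact test, p = 0.007, adjusted p = 0.011). Their log2 fold changes had a median of -1.47, and 30 of the 70 passed the limma threshold. In ethylene signaling 25 of 28 genes were lower in SD, 89.3% against 69.3% of the rest (Fisher's exact test, p = 0.022, adjusted p = 0.029). The test counts each gene as independent, which genes of one pathway, and neighbouring copies above all, are not. These p-values may therefore be too small. For auxin signaling the figure was 19 of 22 genes, or 86.4%, and the difference from the other genes did not pass the correction (Fisher's exact test, p = 0.1, adjusted p = 0.12). All 6 genes of abscisic acid signaling were lower in SD buds, whereas 3 of the 5 cytokinin signaling genes were higher. With only the 30 hormone genes past the limma threshold, the share lower was 80% and the difference did not pass the correction (adjusted p = 0.33, Fisher's exact test). Among the 45 past it with the replicate block, a restriction added after seeing the data, the share was 84.4% and the difference passed (adjusted p = 0.043, Fisher's exact test). From its enrichment, the paper concludes that these pathways were positively enriched in LD relative to SD buds.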

Gene ontology (GO) analysis of the differentially expressed genes was conducted to identify specific gene function and metabolic pathway enrichments in SD and LD treatments. GO enrichment analysis of the up-regulated genes in SD relative to LD buds identified 10 biological process, two cellular component, and 24 molecular function categories (Figure 1, Table S3). 

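Gene lists of Table S3 were taken as complete only below a fixed length of text. This held for 24 of these categories, namely 9 biological processes, 1 cellular component and 14 molecular functions. The longer lists were left out, so the categories with the most genes were not followed. The 24 lists together name 79 genes of the authors' tables. All 79 had a higher mean FPKM in SD than in LD buds, with a median log2 fold change of 1.40 and a range from 0.56 to 3.62. In 75 of them every SD replicate lay above every LD replicate, and 61 passed the limma threshold. The largest of the complete lists was monooxygenase activity with 20 genes, of which 16 passed. All these genes had already been called higher in SD by the paper from the same libraries. Their direction was therefore given in advance and is no independent test of the enrichment.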

In contrast, there were 136 biological processes, 19 cellular component, and 10 molecular function categories enriched for the down-regulated genes in SD relative to the LD buds. 

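For the down-regulated genes, the lists short enough to be taken as complete covered 46 biological processes, 9 cellular components and 6 molecular functions. These lists hold 113 genes, all with a lower mean FPKM in SD than in LD buds. Their median log2 fold change was -1.37, from -3.06 to -0.86. The replicates of 108 genes did not overlap between photoperiods, and 82 genes passed the threshold in limma's test. The paper had already called these genes lower in SD from the same libraries, so their direction was given in advance.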

In agreement with the GSEA overview, the enriched GO for biological processes of upregulated genes in SD buds were in oxidation-reduction, phenylpropanoid, lignin, starch catabolic and stress related categories. 

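The 11 genes listed under phenylpropanoid metabolic process had a median log2 fold change of 1.65, and 9 passed the limma threshold. For the 10 genes of lignin metabolic process the median was 1.79, and every SD replicate exceeded every LD replicate in all 10. The 5 genes of starch catabolic process had smaller changes, with a median of 1.08 and a lowest value of 1.01, and 4 of them passed. The lists of these categories overlap, so their medians are not independent of each other. Nor are they independent of the paper's selection of these genes from the same libraries.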

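The category of oxidoreductases acting on diphenols, with 11 genes, had a median log2 fold change of 1.65, and 9 of its genes passed the limma threshold. Among the 20 monooxygenase genes, the median was 1.34 and 19 had replicates that did not overlap between LD and SD. Other complete lists covered 13 genes of nutrient reservoir activity, with a median of 1.55, 7 genes of sugar transmembrane transporter activity, with a median of 1.12, and 4 of glucosidase activity, with a median of 1.64. Catalytic activity itself is a category whose list was not taken as complete, and its genes were not followed.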

Molecular function categories for upregulated genes in SD were enriched in oxido-reductase activity and catalytic activity. 

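The lists of Table S3 taken as complete cover several of these processes. The 14 genes of G2/M transition of the mitotic cell cycle had a median log2 fold change of -1.27, and 12 passed the limma threshold. For DNA replication initiation, with 16 genes, the median was -1.25 and 13 passed. Chromosome segregation listed 21 genes with a median of -1.29, of which 12 passed. Chromatin assembly, with 15 genes, had a median of -1.68, and DNA methylation, with 20 genes, one of -1.24. The floral categories of petal development and sepal development held 11 and 10 genes, with medians of -1.48 and -1.54. The lowest value in these floral lists was -3.06. In every gene of these 7 lists the SD replicates all lay below the LD replicates. The genes of these lists had been selected as lower in SD in the same libraries. Signaling and shoot development are among the categories whose gene lists were not taken as complete.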

In contrast, biological processes enriched for the genes downregulated in SD were signaling, cell cycle, chromatin organization, and shoot and floral development related categories.

### 2.2. miRNA Abundance Differs in Paradormant (LD) and Endocormant (SD) Buds

A BLASTN search of SD and LD sequenced small RNAs against the miRBASE repository revealed that 62,612 of the unique small RNA sequences matched with 2626 conserved (validated sequences in any species) and known miRNAs (validated sequences specific to *V. vinifera*) belonging to 1987 miRNAs families, from at least 61 plant species (out of 73 Viridiplantae species in miRBASE) (Figure S3a, Table S4). A set of 2094 unique sequences (corresponding to 339 conserved miRNAs; 224 miR families; in 48 plant species) were classified as highly abundant (≥ 20 counts in both libraries combined) (Table S5). There were 252 conserved miRNAs with ≥ 2-fold difference in abundance between LD and SD buds, 139 (belonging to 92 miR families) and 113 (belonging to 87 miR families) had a greater abundance in LD and SD, respectively (Table 1). Some miRNAs in the LD (miRNA166m, miRNA3636) and SD (miRNA397b, miR408b, miR156s) had greater than 20-fold change in abundance between the two treatments (Figure S3b, Table S4). The differential abundance of 13 LD and 13 SD abundant miRNAs was validated by qPCR and coinciding with the small RNA sequence abundance, nine of the LD and three of the SD were significantly abundant (Table S5). A regression of the mean log fold change (FC) qPCR values with small RNA-seq log FC data yielded an R^2^ value of 0.6 with some of the LD miRNAs showing greater FC. A total of 50 conserved and 11 known miR families were exclusively downregulated during endodormancy induction while 47 conserved and 9 known miR families were exclusively upregulated. Seventeen of these families were significantly differentially expressed with a Wilcoxon *p*-value < 0.05 and all but one had a fold change greater than two (Table 1).

### 2.3. miRNAs Target Different Genes in Paradormant (LD) and Endodormant (SD) Buds

Gene target prediction of the LD and SD abundant miRNAs was conducted to elucidate pathways that the miRNAs might regulate during dormancy. A total of 113 LD abundant miRNAs had 1571 potential predicted target genes and 88 SD abundant miRNAs had 1290 potential predicted target genes (Table S6). Many members of the miR166 family, which were abundant in LD buds were predicted to target thaumatin genes, a non-conserved target gene for this miRNA family. Squamosa promoter binding protein-like 4 (SPL4) was predicted to be targeted by miRNA156 (a, b, I, l, s isoforms) abundant in SD buds. GO enrichment analysis of predicted target genes revealed that the biological processes such as post-transcriptional regulation of gene expression and silencing by RNA related genes were enriched in both LD and SD (Figure S3a,b, Table S7). Predicted gene targets of LD abundant miRNAs were uniquely enriched in defense response, response to stress, and stimulus related biological processes. In contrast, predicted target genes of the SD abundant miRNAs were uniquely enriched for biological processes related to lignin metabolism and catabolism, aromatic compound catabolism, reproductive system and structure development, and embryo development ending in dormancy (Figure 2, Table S7).

### 2.4. Inverse Expression Association of Predicted Target Genes and Abundant miRNAs

Using inverse expression analysis of the miRNAs and their predicted target genes that were differentially expressed, 12 predicted target genes of 14 LD abundant miRNAs and 31 predicted target genes of 26 SD abundant miRNAs were identified as inversely correlated in LD and SD buds, respectively (Figure 3a,b; Table S8). 

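Several genes named in Figure 3b can be followed in the FPKM values through Table S1. P-glycoprotein 11 (VIT_05s0020g00890), on chromosome 5 from 2720196 to 2725861, had an FPKM of 3.44 ± 0.11 in LD buds (SD, n = 3) and of 1.358, 1.196 and 1.195 in the 3 SD replicates, a log2 fold change of -1.46 (standard error 0.07, adjusted p = 0.0089 in limma's test). The origin recognition complex gene ORC3 (VIT_16s0039g01430), on chromosome 16 from 898721 to 928804, fell from 3.72 ± 1.12 to 1.80 ± 0.49 FPKM (SD, n = 3 each), a log2 fold change of -1.05 (standard error 0.34) that did not pass the correction (adjusted p = 0.08), although the replicates did not overlap. Table S1 has 2 ferulate 5-hydroxylase genes, and they moved in opposite directions: VIT_17s0000g03930 had a log2 fold change of -2.72 (adjusted p = 0.022) and VIT_07s0031g01380 one of 2.34 (adjusted p = 0.018). Of its 13 peroxidase genes, 6 were lower and 7 higher in SD, from -2.33 in VIT_00s0226g00030 to 1.83 in VIT_06s0004g07770. Of 3 receptor protein kinase genes, 2 were lower in SD. The log2 fold change of P-glycoprotein 11 stayed between -1.53 and -1.43 with each replicate left out in turn, and that of ORC3 between -1.28 and -0.80. The paper pairs such genes with miRNAs of opposite abundance and proposes a potential regulation of them after transcription; the miRNA libraries were not analysed here.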

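The trehalose-phosphatase gene of Table S1 (VIT_10s0003g02160), on chromosome 10 from 3883840 to 3911909, had an FPKM of 0.58 ± 0.28 in LD and 1.43 ± 0.27 in SD buds (SD, n = 3 each). Its log2 fold change was 1.31 (standard error 0.44), and although all SD replicates lay above all LD replicates it did not pass limma's test (adjusted p = 0.091), at a mean FPKM close to the filter of 1. Without LD replicate 1 the log2 fold change was 1.74, and on the log2(FPKM + 1) scale it was 0.64. The isoamylase gene (VIT_18s0001g06520), on chromosome 18 from 4900037 to 4954270, rose from 22.24 ± 3.61 to 45.27 ± 3.11 FPKM (SD, n = 3 each), a log2 fold change of 1.03 (standard error 0.15, adjusted p = 0.0071). It ranged from 0.92 to 1.15 with single replicates left out. In 3 of these 6 fits the change was under 2 times and the gene was not past the threshold. Table S1 lists 6 thaumatin genes, of which 2 were lower in LD than in SD and 4 were higher in LD. The extremes were VIT_13s0019g02020, on chromosome 13 from 3332366 to 3333570, with 36.89 ± 10.47 FPKM in LD and 5.80 ± 0.61 in SD (log2 fold change -2.67, adjusted p = 0.0032), and VIT_02s0025g04330, on chromosome 2 from 3821899 to 3822797, with 119.68 ± 38.70 and 278.18 ± 18.73 FPKM (log2 fold change 1.22, adjusted p = 0.015), each as mean ± SD, n = 3. Which thaumatin gene the miRNAs were predicted to target is given in Table S8, which is not in the files analysed here. The paper links lower expression of the 3 targets in LD to the LD abundant miRNAs.

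**Figure D2:**
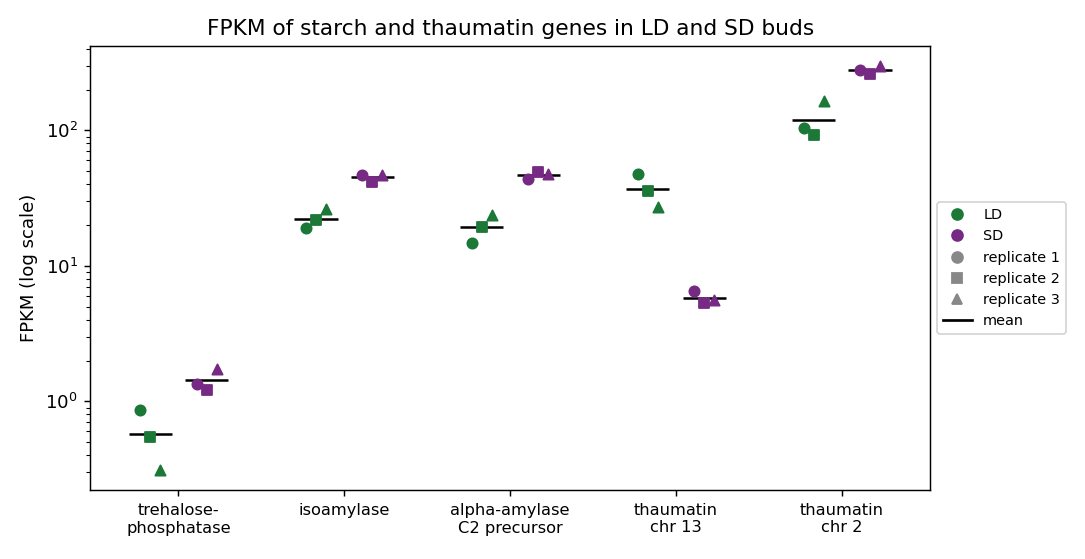
FPKM on a log scale of trehalose-phosphatase, isoamylase, the alpha-amylase isozyme C2 precursor and 2 thaumatin genes, with 1 point per replicate in LD (green) and SD (purple) buds and a line at each mean. Isoamylase has means of 22.24 in LD and 45.27 in SD, while the thaumatin gene of chromosome 13 falls from 36.89 to 5.80.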

LD abundant miRNAs (miR166a, +miR772, miR1863, and miR159) were predicted to target thaumatin, trehalose-phosphatase, and isoamylase genes which showed decreased expression levels in LD buds (Table S8). 

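Among the other genes of Figure 3a, the alpha-amylase isozyme C2 precursor (VIT_01s0026g01660), on chromosome 1 from 10829228 to 10842136, had 19.28 ± 4.40 FPKM in LD and 46.77 ± 2.79 in SD buds (SD, n = 3 each). This is a log2 fold change of 1.28 (standard error 0.20, limma adjusted p = 0.007), which leaving out LD replicate 3 raised to 1.45. Both PMR5 genes were higher in SD, with log2 fold changes of 1.29 in VIT_19s0014g00450 (adjusted p = 0.012) and 1.43 in VIT_12s0028g01360 (adjusted p = 0.0032). So were both globulin-like protein genes, VIT_12s0034g01900 with 1.13 (adjusted p = 0.026) and VIT_12s0034g01980 with 1.91 (adjusted p = 0.04). The second of these had only 0.43 ± 0.23 FPKM in LD (SD, n = 3), and no fit that left out a replicate kept it past the threshold. The proline-rich protein gene VIT_00s0194g00330 rose from 7.07 ± 1.48 to 14.94 ± 9.45 FPKM (SD, n = 3 each), with a standard error of 0.55 on its log2 fold change of 1.08 and an adjusted p of 0.23. Without SD replicate 2, which had the highest value, its log2 fold change was 0.43.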

Most of the LD abundant miRNAs predicted target genes were a part of the starch metabolism or pathogen resistance pathways (Figure 3a, Tables S1 and S8).

An inverse expression relationship was found between expression of a squamosal promoter-binding-like protein 4 (SPL4) gene and miR156 in SD buds, with one of the miR156 also predicted to target a basic helix-loop-helix transcription factor (BHLH) (Figure 3b, Tables S1 and S8). 

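SPL4 (VIT_19s0014g02350) lies on chromosome 19 from 2484255 to 2485658 and had an FPKM of 12.62 ± 4.37 (SD, n = 3) in LD and 5.03 ± 0.30 (SD, n = 3) in SD buds. Its log2 fold change was -1.33 (standard error 0.29), with an adjusted p of 0.02 in limma's test and 0.027 with the replicate block. The 3 SD values were all below the 3 LD values. Leaving out LD replicate 1, which had the highest value, moved the log2 fold change most, to -1.0, and the gene was no longer past the threshold in any of the 3 fits that left out an SD replicate. Among 13 genes that Table S1 annotates as the bHLH family, 12 were lower in SD, most of all VIT_07s0191g00240 at -1.93 (standard error 0.22, adjusted p = 0.0053), and 1, VIT_07s0104g00250, was higher at 1.02 (adjusted p = 0.0076). The paper places the fall of SPL4 beside the rise of miR156 in SD as an inverse relationship; miR156 was not measured in the RNA-seq values used here.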

Two ethylene response genes, whose expression was significantly downregulated in SD relative to LD were the predicted targets of the SD abundant miR3633. 

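Table S1 holds 15 genes annotated as ethylene-responsive transcription factors, 13 lower and 2 higher in SD than in LD buds. The largest decrease was in an ERF003 gene, VIT_09s0002g09140, on chromosome 9 from 10792054 to 10792747, from 30.84 ± 14.80 to 4.78 ± 2.71 FPKM (SD, n = 3 each). Its log2 fold change was -2.69 (standard error 0.62, adjusted p = 0.023 from limma, or 0.06 with the replicate block). The largest increase was in VIT_18s0089g01030, on chromosome 18 from 28924140 to 28924766, from 178.85 ± 66.11 to 649.43 ± 115.36 FPKM (SD, n = 3 each), a log2 fold change of 1.86 (standard error 0.34, adjusted p = 0.016). Of the 13 decreases, 2 passed the threshold in the fit without the block. With the block, the 7 genes annotated as ethylene-responsive transcription factor ERF105 all passed (adjusted p from 0.0021 to 0.04 in limma's test). The log2 fold change of the ERF003 gene was -3.24 without SD replicate 1, the setting that moved it most. The identifiers of the 2 genes the paper refers to are in Table S8, not in the files analysed here.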

Interestingly, BHLH, peroxidase, glycoprotein 11, and ferulated 5-hydroxylase genes all had a similar decreased expression pattern in SD buds relative to LD buds from previously published microarray data from our lab. These observations suggest potential post-transcriptional regulation of these genes by the respective miRNAs during dormancy transition.

### 2.5. Predition of Transcription Factor Regulatory Network in LD and SD Abundant miRNAs

Using predicted motif enrichment of transcription factor binding sites, we performed a GSEA of differentially expressed genes using predicted transcription factors as gene sets and found MYB3R1 transcription factor to be the only transcription factor gene set significantly enriched for downregulated genes in the SD. 

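Of 36 Table S1 genes annotated to the VitisNet cell cycle, 34 were lower in SD buds, a share of 94.4% against 69.1% of the other 1287 genes (Fisher's exact test, p = 0.00037, adjusted p = 0.0015 over 8 pathways). In 35 of the 36 the replicates did not overlap between photoperiods, and 24 passed the limma threshold. With only the genes past the threshold, the share lower was 95.8%. In regulation of the actin cytoskeleton, 27 of 28 genes were lower in SD and 22 of the decreases passed. In the cell wall set, 33 of 44 genes were lower, and 25 of those passed. Promoter motifs of MYB3R1 cannot be assigned from the FPKM values, so these sets are not limited to genes that carry one.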

In the SD buds, downregulated genes with MYB3R1 binding motifs in their promoters were involved in pathways belonging to cell cycle, cytoskeleton, extracellular, and vesicular transport, and various other transcription factors. To understand how miRNA and transcriptional regulators might work together in the endodormant bud a network was constructed with transcriptional targets and protein interactors of MYB3R1, as well as miRNAs and their interactions with their predicted targets (Figure 4, Table S9). We observed key genes involved in pathways such as the cell cycle and epigenetic modification pathways that were upregulated (ie protein interactors maintenance of methylation (MOM1) and retinoblastoma related 1 (RBR1_1)), or downregulated (cyclins (CYC) and mitotic spindle checkpoint protein (MAD2)), in endodormant buds (Figure 4, Table S9). 

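RBR1 (VIT_14s0068g00840), on chromosome 14 from 24612133 to 24616683, was higher in SD buds, at 3.73 ± 0.83 against 1.76 ± 0.33 FPKM in LD buds (SD, n = 3 each), a log2 fold change of 1.08 (standard error 0.24, limma adjusted p = 0.044). The gene lost its place past the threshold in 5 of the 6 fits that left out a replicate, and its change on the log2(FPKM + 1) scale was 0.77. MAD2 (VIT_01s0010g02430), on chromosome 1 from 19509377 to 19511747, fell from 15.49 ± 3.32 to 5.15 ± 0.68 FPKM (SD, n = 3 each), with a log2 fold change of -1.59 (standard error 0.21, adjusted p = 0.0063). It stayed past the threshold in all 6 fits that left out a replicate, between -1.68 and -1.40. All 7 cyclin genes of Table S1 were lower in SD and passed the threshold, from -1.68 for CYCB2_4 (VIT_18s0001g14170) to -1.01 for Cyclin D3_2 (VIT_03s0180g00040), the most highly expressed of the genes plotted at 203.08 ± 41.90 FPKM in LD buds (SD, n = 3). The cyclin-dependent kinases B2;1 (VIT_18s0122g00550) and B1;2 (VIT_08s0056g00210) had log2 fold changes of -1.33 (adjusted p = 0.0089) and -1.26 (adjusted p = 0.015). MOM1 has no identifier in Table S1 and was not followed. From the increases and decreases in its network, the paper identifies the cell cycle and epigenetic modification as pathways that changed in endodormant buds.

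**Figure D3:**
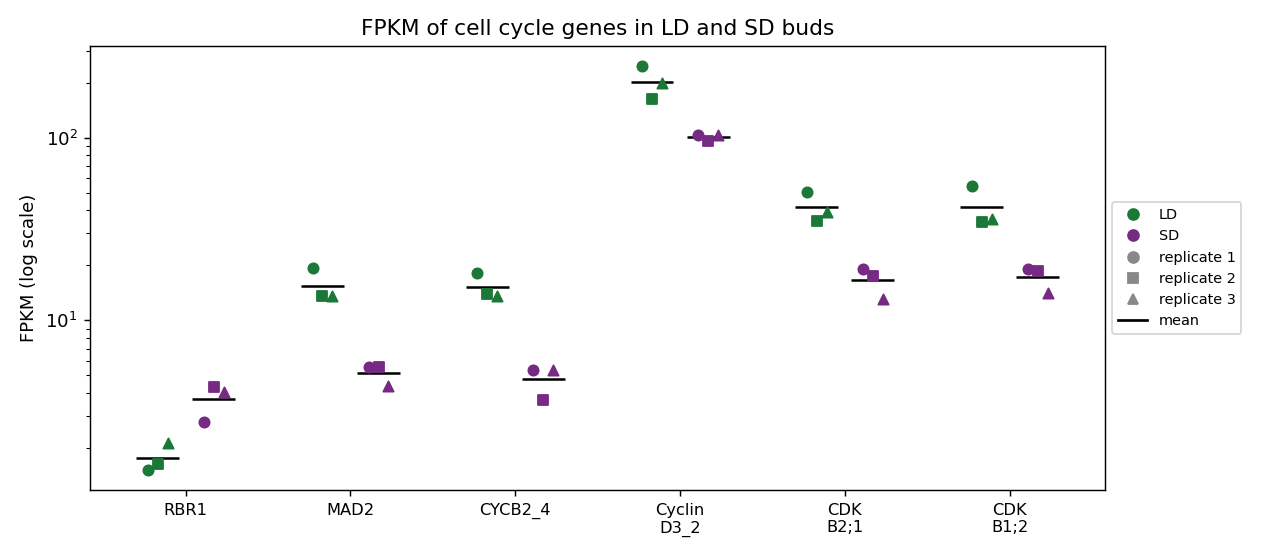
FPKM on a log scale of RBR1, MAD2, 2 cyclins and 2 cyclin-dependent kinases (CDK), with 1 point per replicate in LD (green) and SD (purple) buds and a line at each mean. RBR1 rises from a mean of 1.76 to 3.73, and MAD2 falls from 15.49 to 5.15.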

This network suggests cross regulation between miRNA and transcription factors both upstream and downstream of MYB3R1 (Table S9). In particular, the transcription factors auxin regulation factor 9 (ARF2) and serine/threonine protein kinase aurora (AURORA1) were predicted targets of miR397 and miR156, respectively. Six miRNA families (miR156, 167, 397, 1863, 5139, 8155, 8556) abundant in SD buds were predicted to target members of MYB3R1 network including chromomethylase (CMT), minichromosome maintenance proteins (MCM2,3,4,6), chinese for ugly (TSO1), kinesin, kinesin motor protein (KMOTOR) and AURORA-1 (AURORA1). 

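Chromomethylase (VIT_08s0007g06800), on chromosome 8 from 20455686 to 20461582, had 5.71 ± 2.06 FPKM in LD and 2.38 ± 0.32 in SD buds (SD, n = 3 each), a log2 fold change of -1.26 (standard error 0.32, adjusted p = 0.046 from limma). With the replicate block its adjusted p was 0.067, above the cut-off of 0.05. MCM3 (VIT_10s0003g03080), on chromosome 10 from 5227245 to 5235587, fell from 11.42 ± 2.97 to 5.40 ± 0.28 FPKM (SD, n = 3 each), with a log2 fold change of -1.08 (standard error 0.22, adjusted p = 0.024) that ran from -1.27 to -0.90 with single replicates left out. TSO1 (VIT_04s0008g05130), on chromosome 4 from 4596157 to 4599280, had a log2 fold change of -1.02 (standard error 0.16, adjusted p = 0.028). Each of these 3 genes lost significance or fell under a change of 2 times in 5 of the 6 fits that left out a replicate. The 16 kinesin genes of Table S1 were all lower in SD with replicates that did not overlap, and 12 passed the threshold. Their log2 fold changes ran from -1.94 for a kinesin motor protein gene (VIT_08s0007g08800) to -1.04 for kinesin family member 11 (VIT_08s0007g03090). MCM3 is the only one of the minichromosome maintenance genes the paper names that Table S1 lists by that name. The paper places these genes in its MYB3R1 network as predicted targets of SD abundant miRNAs.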

These miRNAs all target transcription factors or protein interactors that are members of a larger MYB3R1 cell cycle regulatory hub.

## 3. Discussion

Transcription factors and miRNAs have emerged as major drivers of transcriptional and post-transcriptional regulation during plant development and growth. The large-scale sequencing of transcriptomes has been a key instrument in identifying the effect of this regulation in a variety of non-model plant systems [27]. RNA-seq has also been used to explore gene expression of miRNAs and other regulatory elements [28]. Tissue expression profiles of miRNAs has identified important regulators in *V. vinifera*, including those expressed in the dormant bud [29,30,31,32]. While RNA-seq has been applied to bud endodormancy in *V. vinifera* [33], gene expression during the shift to endodormancy in *V. riparia* has only been studied using microarray technology [3,5].

In this study, we integrated mRNA and miRNA RNA-seq data to deduce potential regulators in paradormancy maintenance and endodormancy induction. RNA-seq analysis of LD or SD treated *V. riparia* buds revealed 1336 genes differentially regulated between the two treatments. The majority were downregulated in SD relative to LD buds, suggesting transcriptional regulation may be associated with the shift to endodormancy. 

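Of the 925 genes past both cut-offs in limma's test, 66.6% were down in SD, a ratio of 1.99 genes down for each gene up. Among the 10868 genes with an FPKM of at least 10 in every sample, 136 were down and 90 up past the threshold, a ratio of 1.51. Over all tested genes, the fits that left out a replicate gave ratios from 1.57, without LD replicate 3, to 2.22, without SD replicate 1, and the ratio with the replicate block was 2.13. The majority of genes down is the paper's ground for proposing that transcriptional regulation accompanies the shift to endodormancy.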

Genes upregulated upon entering endodormancy are involved in metabolic pathways, phenylpropanoid synthesis, membrane transport, glycolysis, and sucrose and starch metabolism. These results are notable since starch concentrations were found to be high at the onset of endodormancy in the xylem sap of Japanese Pear [34], and trehalose and raffinose production increase to a peak level after 42 days of SD treatment in *V. riparia* [5]. 

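By pathway, the share of Table S1 genes with a lower mean FPKM in SD than in LD buds was highest for the cell cycle, at 94.4% of 36 genes, and lowest for phenylpropanoid biosynthesis, at 12.0% of 25 genes. Transcription factors stood at 81.1% of 148 genes and hormone signaling at 84.3% of 70. For chromatin, the 14 genes of the nucleosome category had a median log2 fold change of -1.68, with 12 past the limma threshold, and the 20 genes of chromatin silencing had one of -1.31, with 18 past it. The direction of each share was the same in all 6 sets that left out a replicate, and the hormone share moved at most to 81.4%. The paper draws its summary of repressed functions from these groups.

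**Figure D4:**
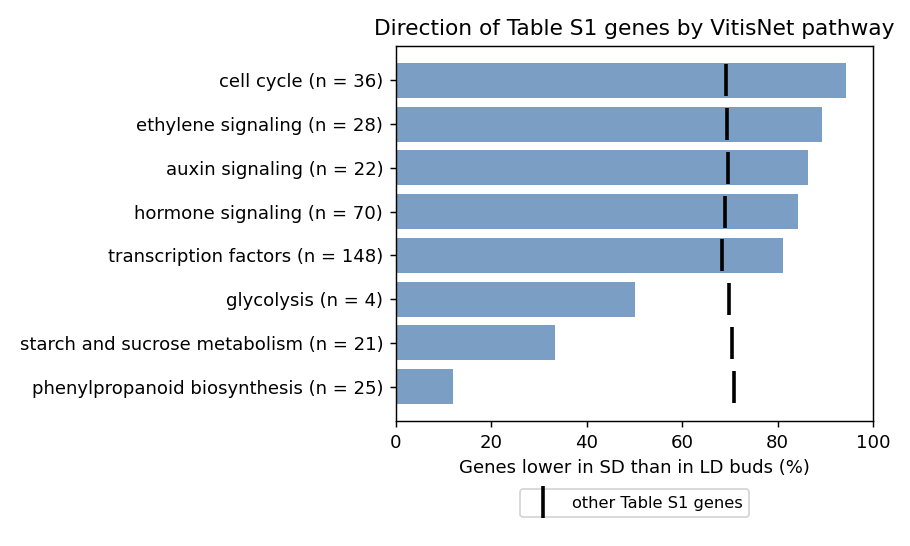
Percent of Table S1 genes whose mean FPKM was lower in SD than in LD buds, by VitisNet pathway (bars, with the number of genes n), and the same percent among all other Table S1 genes (black marks). The bars run from 12.0% for phenylpropanoid biosynthesis to 94.4% for the cell cycle, while the marks lie between 68.3% and 70.9%.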

Genes downregulated in association with endodormancy were hormone signaling, transcription factors, cell cycle, and chromatin organization.

Small RNA sequencing data analysis and mapping with miRBASE demonstrated varied abundance of miRNAs among families. There was a lower abundance of annotated miRNAs in endodormant buds, which could be due to the annotated set of our small RNA library containing regulatory elements and also non-regulatory small RNAs and the remains of mRNA degradation. This is supported by the fact that miRNAs upregulated in endodormant conditions have more predicted targets as well as more cases of inverse gene expression with the mRNA data. miR families 166 and 167 were the most significantly upregulated families in paradormant grapevine buds, which is consistent with studies in pear winter flower buds [22].

Using inverse patterns of mRNA and miRNA expression, regulators of both paradormant and endodormant conditions were identified. 

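In LD relative to SD buds, 14 of the 21 Table S1 genes of starch and sucrose metabolism had a lower mean FPKM and 7 a higher one. Their log2 fold changes from LD to SD ran from -2.24 to 1.86. Past the limma threshold were 10 of the genes lower in LD and 4 of those higher in LD, and in 20 of the 21 the replicates of the photoperiods did not overlap. The paper relates the abundance of the miRNAs to lower expression of such genes in LD buds. Its comparison rests on predicted target genes, which need not be these 14.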

Most notably, the miRNAs abundance coincided with reduced starch and sucrose metabolism gene expression in LD buds. There is also an inverse relationship between miR159 abundance and the trehalose-6-phosphatase gene expression level in LD but not SD buds. The predicted downregulation of trehalose-6phosphatase having a role in promoting paradormancy maintenance is supported by the contrasting enhanced trehalose-6-phosphatase gene expression during bud endodormancy in *V. riparia* [5]. In addition, trehalose-6-phosphate content is also correlated with bud outgrowth potential in potatoes and peas [31,32,35,36,37] Similarly, miR3624 which was predicted to target heavy metal domain associated protein genes, that have been shown to produce reactive oxygen species, was abundant in paradormant buds in contrast to endodormant buds. In the grapevine rootstock M4, drought stress inhibited miR3624 expression and the heavy metal associated gene is upregulated [24]. 

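Table S1 lists 4 heavy-metal-associated domain protein genes, of which 3 were higher and 1 lower in SD buds. VIT_00s2419g00010, on the unplaced sequence from 41879217 to 41880599, rose from 9.51 ± 6.05 to 95.16 ± 26.22 FPKM (SD, n = 3 each), a log2 fold change of 3.32 (standard error 0.58, limma adjusted p = 0.018). VIT_16s0050g00140, on chromosome 16 from 16976796 to 16977737, fell from 34.62 ± 3.25 to 16.97 ± 5.93 FPKM (SD, n = 3 each), a log2 fold change of -1.03 (standard error 0.30, adjusted p = 0.042, or 0.072 with the replicate block). Of the 3 increases 1 passed the threshold, though the replicates did not overlap in any of the 4 genes. With single replicates left out, the change in VIT_00s2419g00010 ran from 2.92 to 3.86. It was not past the threshold in the 3 fits that left out an SD replicate. VIT_16s0050g00140 lost its place in 5 of the 6 fits. With the replicate block, VIT_00s2419g00010 had an adjusted p of 0.0069 in limma's test. The paper sets the rise of such genes in endodormant buds beside the effect of drought on the same kind of gene.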

Similarly, heavy metal domain associated protein genes were upregulated in endodormant buds in contrast to paradormant buds in this study. Thus, the increased abundance of miRNA3624 in paradormant buds may play a role in limiting active oxygen species production and maintaining paradormancy.

Genes that were predicted to be regulated by miRNAs in SD were related to cell cycle and cell division pathways. This is in agreement with previous findings that endodormancy is associated with the cessation of vegetative, and flower meristem development, while sustained paradormancy is associated with the development of multiple branched floral primordia [38]. The miR156 family of miRNAs, which has been shown to control the meristem cell fate transition in many plants, was prominent in these results [22]. 

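SPL4 fell from 12.62 ± 4.37 to 5.03 ± 0.30 FPKM (SD, n = 3 each) in SD buds, with every SD replicate below every LD replicate (adjusted p = 0.02 in limma's test), and did not pass in the 3 fits that left out an SD replicate (adjusted p from 0.063 to 0.068). UFO (VIT_01s0011g01220), on chromosome 1 from 1060701 to 1062011, was expressed at a low level, at 1.27 ± 0.81 FPKM in LD and 0.31 ± 0.21 in SD buds (SD, n = 3 each). Its log2 fold change of -2.02 had a standard error of 0.77, and the adjusted p in limma's test was 0.14. The SD values were all below the LD values, and leaving out single replicates gave log2 fold changes from -2.67 to -1.38. At this level of expression the difference was not past the cut-off of the test.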

An increased abundance of miR156 was inversely correlated with decreased gene expression of two floral related genes (squamosa-promoter binding protein-like transcription factor gene (SPL4) and unusual floral organ (UFO)) in endodormant buds. In lettuce, reduced miR156 promoted early flowering and seed germination; in contrast, increased miR156 increased seed dormancy [21]. Downregulation of SPL4 by miR156 in switchgrass (*Panicum virgatum*) SPL4 promoted axillary bud initiation [39] In grapevine, reduced expression of SPL family genes was correlated with endodormancy [4,5]. These imply that miR156 has a strong role in regulating bud dormancy. Another, miRNA482, which we predicted to target and reduce expression of kinesins, has been found to directly impact soybean nodulation, a highly active cell division stage of development [40]. In addition, ethylene-signaling genes were targeted by multiple miRNAs which are highly abundant in the endodormant buds. 

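The ethylene signaling set of Table S1 had 25 genes lower and 3 higher in SD buds. The replicates of the photoperiods overlapped in all but 13 of the 28 genes, and 9 genes, 7 down and 2 up, passed the limma threshold without the replicate block. Without LD replicate 1, the share lower fell to 82.1% and no longer differed from the other Table S1 genes after correction (adjusted p = 0.12, Fisher's exact test). Among only the 9 genes past the threshold the share was 77.8%, with no difference after correction (adjusted p = 0.73, Fisher's exact test). In the fit with the replicate block 22 of the 28 genes passed. With only these genes, a restriction added after seeing the data, 90.9% were lower in SD (adjusted p = 0.043, Fisher's exact test against the other genes past that threshold). The direction of most genes in this set is what the paper builds on when it speculates that miRNAs repress ethylene signaling.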

In conjunction with the findings that most ethylene pathway genes were downregulated we speculate that miRNA negative regulation of the ethylene signaling pathway plays an important role in photoperiod induced endodormancy. 

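Of 13 laccase genes in Table S1, 10 had a higher mean FPKM in SD than in LD buds and 3 a lower one, and in all 13 the replicates did not overlap. Past the limma threshold were 9 of the genes higher in SD and none of those lower. The largest increase was in VIT_00s0444g00010, on the unplaced sequence from 29142549 to 29152224, from 0.50 ± 0.18 to 2.47 ± 0.43 FPKM (SD, n = 3 each), a log2 fold change of 2.30 (standard error 0.34, adjusted p = 0.011). The largest decrease was in VIT_13s0019g01920, on chromosome 13 from 3243618 to 3245913, from 0.91 ± 0.41 to 0.33 ± 0.05 FPKM (SD, n = 3 each), a log2 fold change of -1.48 (standard error 0.40) in a gene too lowly expressed to enter the test. On the log2(FPKM + 1) scale, the change in VIT_00s0444g00010 was 1.21. Laccases form a large family with similar copies, so reads that fit more than 1 copy may make single genes uncertain, which was not tested. The relation the paper describes concerns the laccase genes it predicts as targets of miR397, which Figure 3b shows.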

In endodormant buds an inverse relation was identified between miR397 abundance and laccase gene expression. Similarly, a marked decrease in laccase and other cellulose synthase genes found during Thompson Seedless (*V. vinifera*) bud dormancy [41]. The regulation of laccase, which has a role in lignin biosynthesis, is well documented in plants; however, whether it has a role in dormancy regulation is not known [42,43].

Transcription factor regulation is an important component of transition into endodormancy in many species and it is widely accepted that DAM transcription factors play a vital role in the process in pear and apricot buds [13,18,20]. 

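Of the transcription factors named, ERF105 is the annotation of 7 Table S1 genes within chromosome 16 from 6676142 to 6904333. All 7 had a lower mean FPKM in SD than in LD buds, and their replicates overlapped between photoperiods. Their log2 fold changes ran from -2.09 for VIT_16s0013g01060 (standard error 1.31) to -1.43 for VIT_16s0013g01000 (standard error 0.97), and their adjusted p-values in limma's test from 0.25 to 0.35. The values fell with the replicate number in both photoperiods: averaged over the 7 genes, replicates 1, 2 and 3 had 60.71, 16.31 and 10.26 FPKM in LD and 17.49, 4.07 and 2.17 FPKM in SD. Within each replicate number all 7 genes were lower in SD. With the replicate block, with pairs taken from the GEO labels, the adjusted p-values were between 0.0021 and 0.04 and all 7 genes passed the threshold. Without SD replicate 1, the log2 fold change of VIT_16s0013g01060 was -3.80, and without LD replicate 1 it was -0.86. The copies lie close together, and reads that fit more than 1 of them may leave single genes uncertain, which was not tested. The paper counts ERF105 with bHLH and SPL4 among the targets whose expression was inverse to miRNA abundance.

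**Figure D5:**
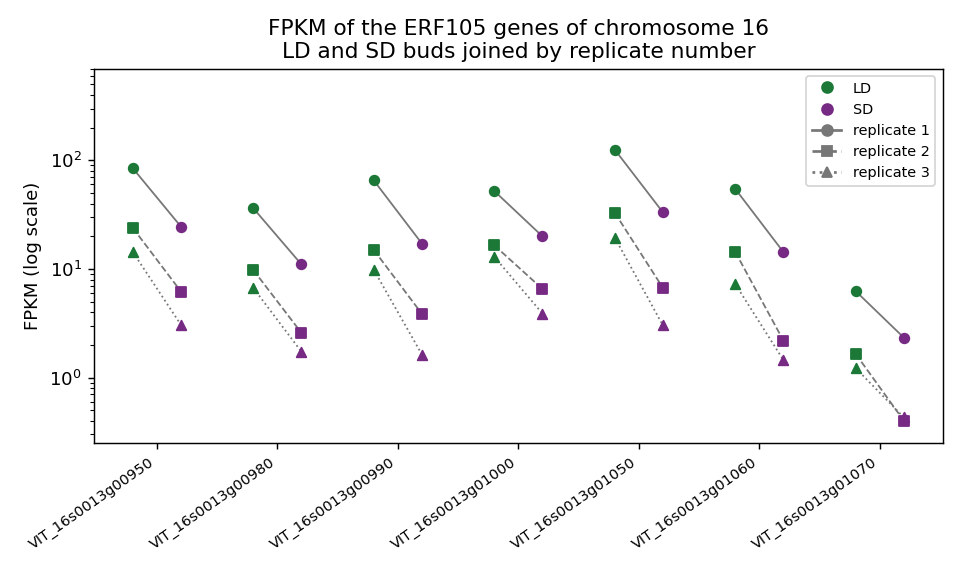
FPKM on a log scale of the 7 ERF105 genes in LD (green) and SD (purple) buds, with a line joining the LD and SD samples that carry the same replicate number. Every line falls from LD to SD, and the samples numbered 1 are highest in both photoperiods, with means over the 7 genes of 60.71 FPKM in LD and 17.49 FPKM in SD.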

There were increased miRNA abundances and an inverse expression of several transcription factor predicted targets, including BHLH, SPL4, and ERF105 upon entering endodormancy in *V. riparia* buds (Table S8). MYB3R1 motifs were recently found enriched in differentially expressed genes during hypoxia-related bud break in *V. vinifera* [44]. Similarly, MYB3R1 was the only transcription factor to have motifs significantly enriched in the promoters of downregulated genes in *V. riparia* endodormant buds. While MYB3R1 is not differentially expressed in our data set, upstream protein interactors including LRR-repeat receptor kinases, cell-cycle control genes, and kinesin motor proteins were predominantly downregulated excluding checkpoint proteins such as the plant homolog retinoblastoma related 1 (RBR1) and an ABA insensitive 1 related protein phosphatase 2C (DBPP2C). 

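Genes of these kinds that Table S1 lists by name were followed in the FPKM values. Of 2 leucine-rich repeat kinase genes, VIT_18s0072g00990 had a log2 fold change of -1.15 (standard error 0.86, limma adjusted p = 0.42) with overlapping replicates, and VIT_04s0079g00240 one of 1.39 (standard error 0.36, adjusted p = 0.061). Among 3 protein phosphatase 2C genes, VIT_01s0137g00750 fell from 4.26 ± 0.56 to 1.80 ± 0.32 FPKM (SD, n = 3 each; log2 fold change -1.24, adjusted p = 0.017) and VIT_03s0110g00090 rose from 6.59 ± 0.80 to 13.14 ± 2.19 FPKM (SD, n = 3 each), just short of a change of 2 times. Without LD replicate 1, the change in VIT_18s0072g00990 was -0.30, the farthest that leaving out a replicate moved any of these genes toward 0. Table S1 does not pair an identifier with the name DBPP2C. The paper sets the rise of RBR1 and of this phosphatase apart from a network that was otherwise mostly lower in SD.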

Likewise, it is noted in pea that transition of buds from dormant to active growth show results in high levels of phosphorylated RBR1 [45]. Expression of some cell cycle genes such as AURORA1, MAD2, and kinesin appear simultaneously suppressed by MYB3R1 and miRNAs 156, 167, and 1863. 

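Table S1 names 1 Aurora gene, Aurora kinase 3 (VIT_15s0048g01730), on chromosome 15 from 15935816 to 15939020, and no gene by the name AURORA1. Aurora kinase 3 had 4.92 ± 1.16 FPKM in LD and 1.57 ± 0.18 in SD buds (SD, n = 3 each), a log2 fold change of -1.65 (standard error 0.22, adjusted p = 0.012 from limma). Its change stayed between -1.83 and -1.49 with single replicates left out. MAD2 and the 16 kinesin genes were lower in every SD replicate than in every LD replicate. From the joint fall of such genes, together with the motif and target predictions, the paper describes them as apparently suppressed by MYB3R1 and the miRNAs at once.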

This leads us to believe that a signal transduction and miRNA dependent pathway might regulate the activity of MYB3R1 to suppress cell division in preparation for endodormancy. It is noted in *Arabidopsis,* that MYB3R1, 3, and 5 gene expression is required to suppress cell cycle genes after DNA damage [46]. 

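All 13 histone genes that Table S1 lists as single identifiers were lower in SD buds with replicates that did not overlap, and 11 passed the limma threshold. The extremes were the H2A variant HTA11 (VIT_00s0179g00340), which fell from 95.06 ± 30.95 to 22.74 ± 6.92 FPKM (SD, n = 3 each; log2 fold change -2.06, standard error 0.37, adjusted p = 0.013), and a histone H4 gene (VIT_13s0019g00780), with a log2 fold change of -1.09 (standard error 0.28, adjusted p = 0.028). Without LD replicate 1, these changes were -1.77 and -0.86. Histone genes share long stretches of sequence, so reads could be divided among copies. The paper places histones in its network as interactors of MYB3R1.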

This network also pointed to the interaction of MYB3R1 with histones and various epigenetic proteins which has not been previously shown in other studies. In particular, the increased expression of MOM1 and decreased expression of decreased DNA methylation 1 (DDM1) genes which could possibly further regulate MYB3R1-dependent gene expression by methylation of DNA or histone H3.

This study like previous grapevine dormancy studies had a greater number of genes downregulated than upregulated upon transitioning to bud endodormancy in grapevine, supporting a potential role for miRNA in transcriptional regulation. Inverse analysis and predicted motif gene set enrichment of downregulated genes identified potential miRNA and transcriptional regulatory networks associated with bud endodormancy. A potential role in paradormancy maintenance was identified for miR159 regulation of trehalose-6-phosphatase and miR3624 regulation of heavy metal domain associated protein genes. In endodormancy, a regulatory role is suggested for miR156 and miR396 through downregulation of floral and meristem development related genes. The predicted motif gene set enrichment in downregulated genes identified potential regulatory networks associated with the MYB3R1 transcription factor. This network identified potential cross regulation between miRNA (notably 156, 167 and 1863) and transcription factors up- and downstream of MYB3R1 and involved cell cycle and epigenetic pathways in endodormant buds.

## 4. Materials and Methods

### 4.1. Plant Materials and Photoperiod Treatments

Six-year-old spur pruned ecodormant *V. riparia* ‘Manitoba 37′ Michx. (PI588259)) vines were repotted and grown in long photoperiod (LD, 15 h) at 25/20 ± 3 °C day/night temperatures with 600–1400 mol m^−2^ s^−1^ photosynthetic photon flux in a climate-controlled unshaded glass greenhouse (EnTech Control Systems Inc., Montrose, MN, USA) in Brookings, South Dakota (44.3 N). Grapevines were grown for 30 days post bud break reaching shoot lengths of 10–15 nodes. Three replicate ten-vine experimental units were randomly assigned to each photoperiod treatment of continued LD (paradormancy) or short photoperiod (SD, 13 h; endodormancy) as previously described [5]. After 28 days, three replicate bud samples for each photoperiod were harvested into separate tubes of liquid nitrogen and stored at −80 °C until small RNA or total RNA extraction.

### 4.2. RNA Sequencing and Differential Gene Expression Analysis

Total RNA was extracted from three biological replicates of LD and SD buds using a modified method of Chang et al. [47] as described in Mathiason et al. [3]. DNA free RNA quality and quantity were verified with an Agilent (Santa Clara, CA, USA) 2100 Bioanalyzer RNA 6000 nano chip. RNA-seq libraries for LD and SD bud transcriptomes were prepared and sequenced by Illumina HiScanSQ (100 bp, single strand) at the Cornell University Institute of Biotechnology Genome Facility (Ithaca, NY, USA). The full raw sequencing data were submitted to the GEO database with the accession number GSE95429. Raw read quality and adapter sequences were checked using Fastqc (v. 0.11.3) (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/, accessed on 10 October 2020). Further adapter trimming and filtering of poor quality sequences were performed using Cutadapt (v. 1.8.1) and Prinseq-lite (v0.20.4) (minimum phred quality score = 20, minimum post trimming length = 20), respectively [48]. The reference genome based alignment and assembly of clean reads were performed using Tuxedo pipeline [49]. The V. vinifera PN40024 12X V2 genome was indexed using Bowtie2 (v.2.2.4). Quality reads were aligned using TopHat (v2.0.13) to the indexed reference genome and guided using gene models available for *V. vinifera* (http://genomes.cribi.unipd.it/DATA/GFF/F17, accessed on 4 October 2019). Mapped reads in each library were assembled into transcripts using cufflinks (v. 2.2.1). 

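In the deposited FPKM values, 29970 genes are listed, and 20189 had a mean FPKM of at least 1 in LD or in SD buds. By photoperiod, 19841 genes reached a mean of 1 in LD and 19586 in SD. An FPKM of at least 1 in at least 1 sample was reached by 21023 genes, in every sample by 18294 genes, and a value above 0 in at least 1 sample by 26234 genes.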

Assembled transcript mapping to the reference genome, identified a total of 29,288 genes expressed at a threshold of FPKM ≥ 1 in at least one of the dormancy phases. Principal component analysis indicated that the treatment replicates separated into LD and SD groups. 

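On the first principal component of the FPKM values, LD replicates 1, 2 and 3 scored -47.5, -29.0 and -19.4, and SD replicates 1, 2 and 3 scored 20.6, 39.5 and 35.8. On the second component, LD replicates 1 and 2 lay at opposite ends, at 30.3 and -37.9, and SD replicate 1 scored 17.5.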

Differential gene expression (LD vs. SD) was analyzed using cuffdiff (v. 2.2.1) with adjusted *p*-value ≤ 0.05 and fold change (≥ or ≤1). *V. vinifera* PN40024 12X_V1 and _V3 gene annotation and VitisNet annotation were used to identify the significant genes [50]. Differentially expressed genes from a microarray study with similar photoperiod treatments [5] was utilized to calculate correlation with current RNseq data using “cor.test” function in R.

### 4.3. Transcriptome Functional Enrichment Analyses

Functional enrichment analysis was performed by the g:Profiler (http://biit.cs.ut.ee/gprofiler/ accessed on 10 October 2020) using the hypergeometric distribution adjusted by set count sizes (SCS) for multiple hypothesis correction [51]. SCS threshold removes enriched false positive GO terms and prioritizes truly significant results. Each gene was assigned a GO term, if it crossed the threshold adjusted *p*-value (SCS) ≤ 0.05. GO annotation of Vitis genes was obtained from the *V. vinifera* 12X_V1 genome annotation as background.

### 4.4. VitisNet Gene Set Enrichment Analysis (GSEA)

Gene Set Enrichment Analysis (GSEA) was conducted using read count data from each of the three replicates for each treatment using GSEA-P 2.0 (http://www.broad.mit.edu/GSEA accessed on 10 October 2020) [52] and 247 VitisNet pathways (https://openprairie.sdstate.edu/vitisnet-12x_files/ accessed on 10 October 2020) including at least 7 genes. The recommended GSEA-P 2.0 default parameters of 1000 permutations, nominal *p*-value < 0.05 and FDR q-value < 0.25 were used to identify enriched molecular pathways related to LD or SD. Positive significantly enriched pathways are generally upregulated in SD bud relative to LD bud.

### 4.5. Small RNA Library Construction, Sequencing and Processing

Total RNA was isolated using Plant RNA Reagent (Invitrogen/Thermo Fisher Scientific, Carlsbad, CA, USA), and low molecular weight RNA was purified from total RNA by PEG8000/NaCl precipitation [53,54]. Two small RNA libraries were constructed: (1) a pool of LD and (2) a pool of SD buds as described [55] with the following: RNA oligos for RNA ligation:5′ RNA adapter: 5′-GUUCAGAGUUCUACAGUCCGACGAUC-3′, 3′ RNA adapter: 5′-pUCGUAUGCCGUCUUCUGCUUG-idT-3′ (p, phosphate; idT, inverted deoxythymidine); DNA oligo for reverse transcription: RT-primer (5′-CAAGCAGAAGACGGCATACGA-3′); DNA oligos for PCR amplification:5′ PCR primer (5′-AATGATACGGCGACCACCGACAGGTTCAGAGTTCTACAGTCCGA-3′), 3′ PCR primer (5′-CAAGCAGAAGACGGCATACGA-3′). The Illumina sequencing of small RNA libraries from LD and SD led to the generation of 7,761,608 and 6,530,774 non redundant sequences, respectively. Filtering the low quality reads and adaptor contaminations resulted in 7,591,740 (LD) (total read count 24,452,821) and 6,352,594 (SD) (total read count 22,206,946) unique sequences that were retained for further analysis.

High quality, non-redundant small RNA sequences were aligned with the miRNA precursor/mature miRNAs of all Viridiplantae (green plants) in miRBase 21.0 (http://www.mirbase.org/ accessed on 4 October 2019) to identify annotated (conserved and known in *V. vinifera* (vvi) miRNAs in *V. riparia*. Utilizing Blastn, sequences with ≤2 mismatches were considered as potential miRNAs. Sequences matched with already deposited *V. vinifera* miRNAs were designated as “known in vvi” and sequences that matched to other plant species were designated as “conserved miRNAs”. The total conserved and miRNAs sequences known in vvi with ≥ 20 counts total in the LD and SD libraries were called “highly abundant” miRNAs and were used for further analyses. Reads per million (RPM) value was calculated for each identified miRNAs sequence (normalized expression = number of reads for a sequence/number of total reads for all sequences in that library × 1,000,000). The differential abundance of miRNAs sequences between LD and SD was calculated as fold-change = log_2_ (miRNAs normalized RPM in ‘LD’/normalized RPM in ‘SD’). miR families abundant (≥2 fold), only in LD or SD library were called “specifically abundant” miR families. Using a Wilcoxon Ranked Sum test, total read counts of miRNAs that annotated to specific miRNA families were used to calculate a *p*-value statistic between LD and SD expression in each family.

Quantitative PCR validation was conducted for 26 miRNAs, 13 each from LD and SD abundant miRNAs from 18 miRNA families. cDNA was produced for each of three biological replicates using 500 ng of RNA as described by Turner et al. [56]. cDNA and gene-specific primers (Table S5) were combined with 2X SYBR Master Mix and ROX baseline dye (Thermofisher Scientific, Waltham, MA, USA) and qPCR was performed for three technical replicates of each the three biological replicates of cDNA using the running conditions 95 °C for 5 min, followed by 45 cycles of 95 °C for 5 s, 60 °C for 10 s and 72 °C for 1 s. ΔCt of each miRNA was calculated against the U6 control in each pooled cDNA group using the equation (ΔCt = Ct_Control_ − Ct_Gene)_) and the ΔΔCt was calculated using the equation (ΔΔCt = ΔCt_LD_ − ΔCt_SD_). Log fold change values were determined and statistical analyses for pairwise comparison of the ΔCt values were by Student’s *t*-test, *p*-value < 0.05 for the LD and SD treatments.

### 4.6. Target Prediction for Abundant miRNAs

Empirical parameters were used with an in-house perl script to run Patscan (http://blog.theseed.org/servers/2010/07/scan-for-matches.html accessed on 4 October 2019) and RNAduplex [57] for recognition of potential targets of abundant miRNAs using *V. vinifera* as reference mRNAs. The empirically inferred parameters tuned with maximum one mismatch at position 2–9, no mismatch at position 10–11 and 4 mismatch from position 12 to end [58,59]. The output was parsed to identify hits on complementary strand with <3 consecutive mismatches and relative minimum free energy (MFE) ≥70% compared to perfectly complementary target genes. Cytoscape software was used to visualize the miRNA-target regulatory networks [60].

### 4.7. Transcription Factor Motif GSEA and Network

*V. vinifera* specific transcription factor, regulated gene sets from enriched motif predictions in TFDB (downloaded 12/10/2018) were used in a GSEA analysis through the gage package [61]. Predictions of protein interactions in *V. vinifera* were obtained from BIOgrid and limited to interactions with a confidence score greater than 700. Protein interactions combined with Protein-DNA interactions and miRNA-target predictions were constructed into a network using Cytoscape [60] complimented with RNA-seq log fold change scores.

## Figures and Tables

**Figure 1:**
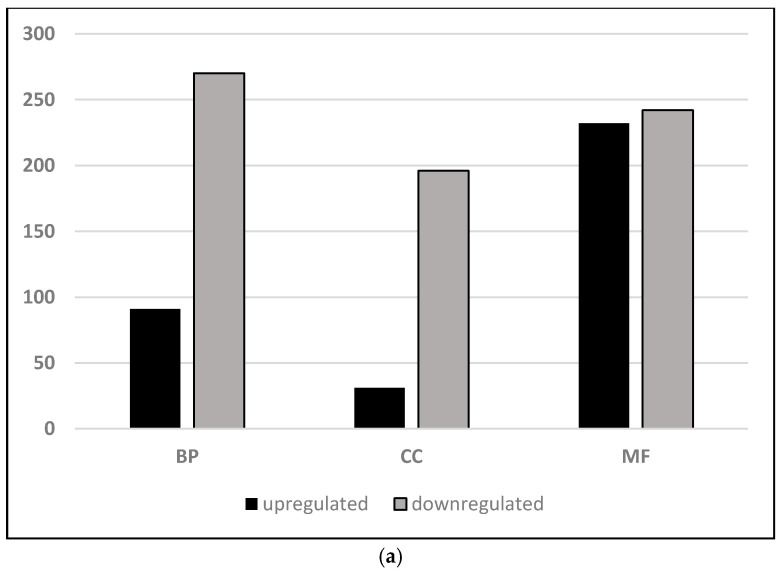

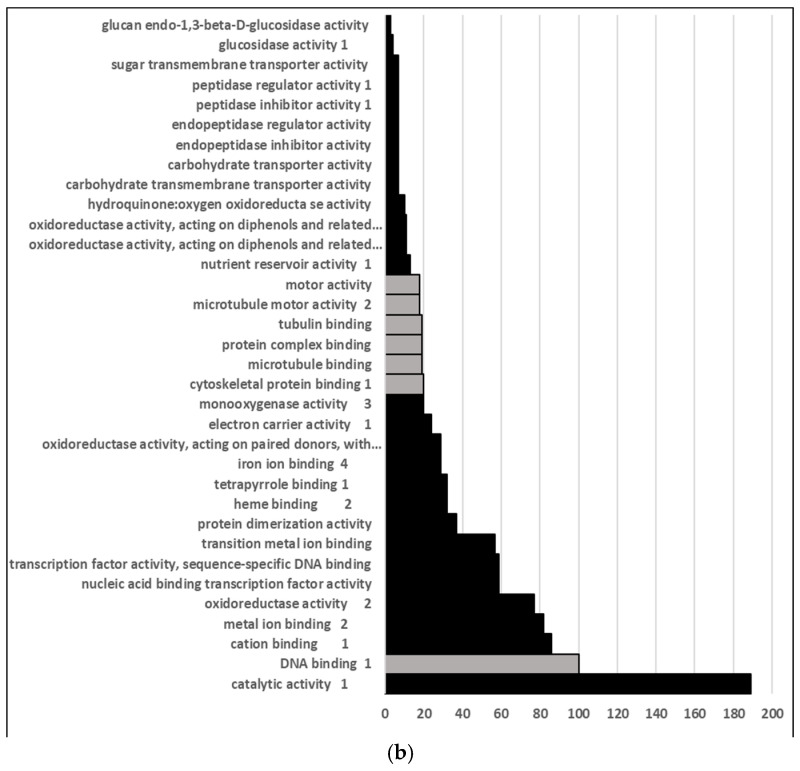
(**a**). Biological processes (BP), cellular component (CC), and molecular function (MF) gene ontology categorization of differentially expressed genes in *V. riparia* buds. Bars represent the gene ontology of non-redundant differentially expressed genes upregulated (black) and downregulated (gray) in SD relative to LD buds. (**b**) Molecular function categories enriched in upregulated (black) and down (gray) differentially expressed genes.

**Figure 2:**
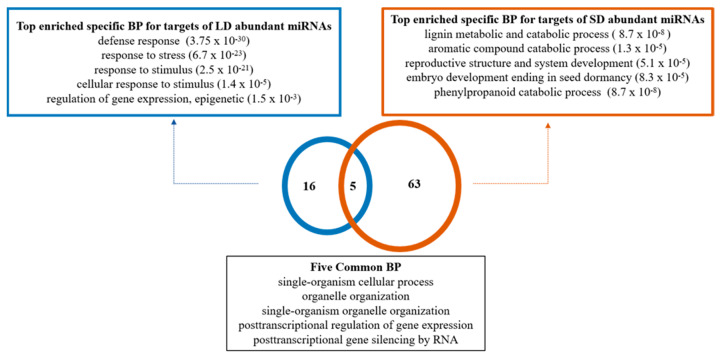
Biological processes (BP) enrichment of predicted targets for abundant miRNAs in *V. riparia* buds. Blue outlines indicate paradormancy (LD, 15 h) and orange outlines indicate endodormancy (SD, 13 h) related enriched BP for targets. Significance of BP enrichment was calculated using hypergeometric distribution adjusted by set count sizes (SCS) for multiple hypothesis correction. Adjusted *p*-value is indicated in parenthesis after each biological process GO term.

**Figure 3:**
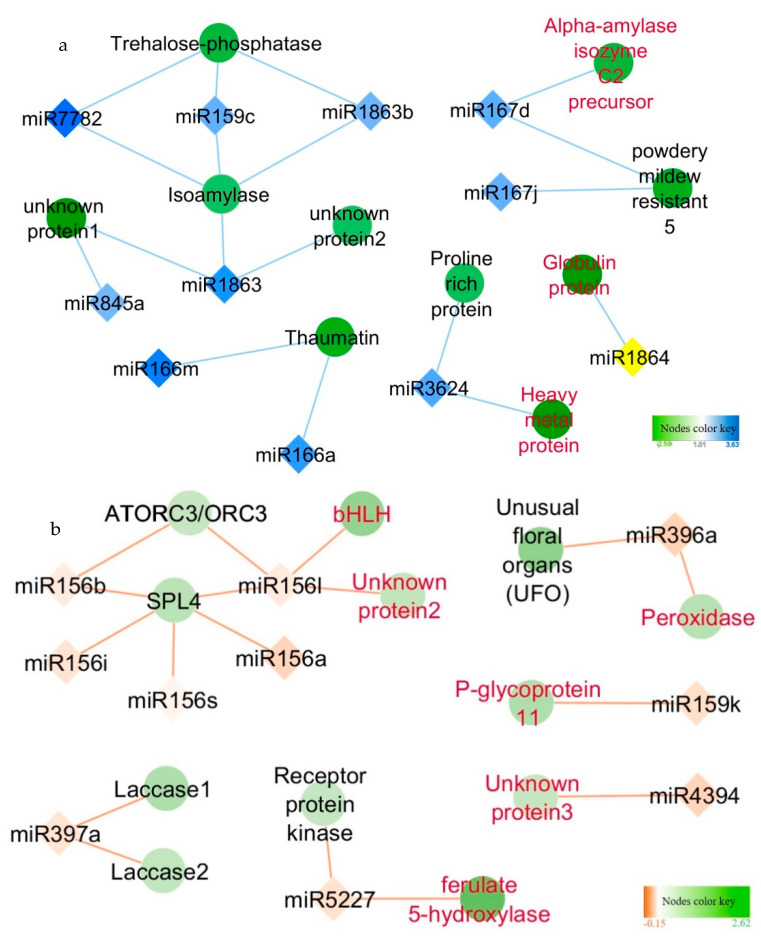
Example portions of miRNA-mediated (**a**) Stress networks for paradormant buds (LD, 15 h). (**b**) Meristem regulatory networks for endodormant buds (SD, 13 h). in *V. riparia* buds. Nodes are displayed for LD (**a**, blue diamonds) and SD (**b**, orange diamonds) abundant miRNAs, their target genes (green circle). The intensity of the node color is directly proportional to their expression. The complete networks of the inverse pattern of target genes are identified in Table S8. Genes identified in red font are genes that were noted to be downregulated in multiple dormancy studies (Table S8).

**Figure 4:**
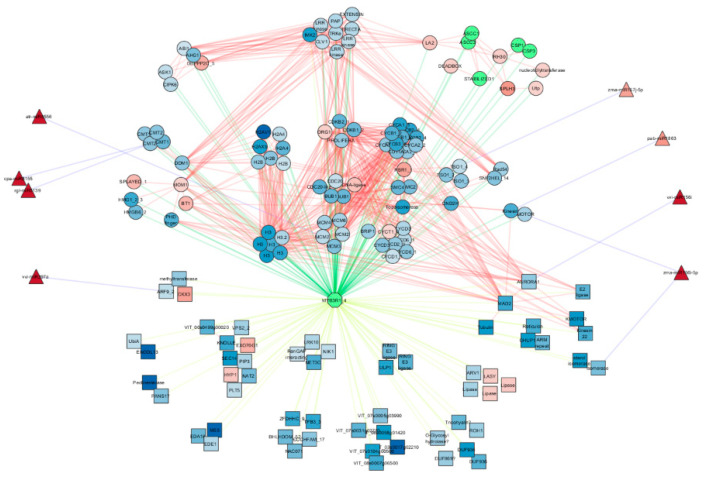
Protein network of MYB3R1 interaction with transcriptional targets (squares), protein interactors (circles), and miRNA (triangles). Transcriptional target, protein interactors, and miRNA nodes are represented by squares, circles, and triangles, respectively. MYB3R1-target interactions are denoted by yellow edges, MYB3R1-protein interactions by green edges, protein-protein interactions by red edges, and miRNA-target by blue edges. The node fill color (blue (negative) to red (positive)) indicates the log fold change expression values for differentially expressed genes and nodes with green fill color were not differentially expressed in SD relative to LD buds (Table S9).

**Table 1:** Significant enrichment of miRNA families during paradormancy (LD, 15 h) and endodormancy induction (SD, 13 h) in *V. riparia* buds.

miR Family	Fold (LD vs. SD)	FDR Adjusted *p*-Value	Mean LD Count	Mean SD Count	miRNA Sequences with ≥20	miR Family Logo ^1^
166	2.7	9.2 × 10^−10^	604	225	431	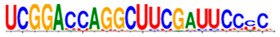
**167**	**2.5**	**6.1 × 10^−13^**	**2933**	**1164**	**170**	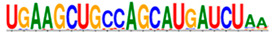
894	4.1	4.3 × 10^−5^	237	58	64	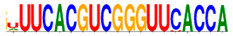
**3636**	**4.7**	**4.1 × 10^−7^**	**929**	**197**	**45**	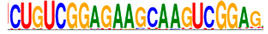
**3623**	**3.1**	**7.0 × 10^−4^**	**629**	**201**	**42**	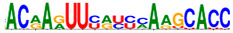
**169**	**3.2**	**2.6 × 10^−2^**	**264**	**82**	**27**	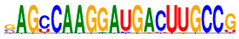
390	3.0	3.4 × 10^−2^	936	309	20	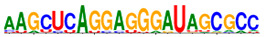
**3640**	**3.6**	**1.4 × 10^−2^**	**207**	**58**	**19**	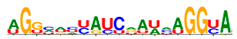
**3637**	**3.0**	**6.6 × 10^−3^**	**145**	**48**	**16**	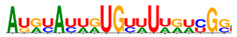
164	2.5	1.1 × 10^−2^	25	10	14	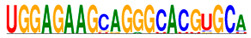
391	3.0	2.7 × 10^−2^	563	185	12	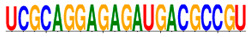
2916	−2.3	3.5 × 10^−6^	53	121	96	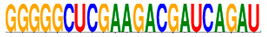
**3639**	**−2.0**	**2.7 × 10^−2^**	**225**	**445**	**45**	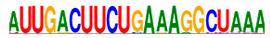
**156**	**−3.6**	**1.8 ×10^−2^**	**348**	**1254**	**24**	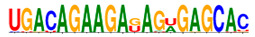
**397**	**−3.4**	**1.3 × 10^−2^**	**347**	**1168**	**16**	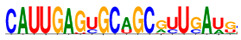
**408**	**−3.8**	**3.6 × 10^−2^**	**76**	**289**	**15**	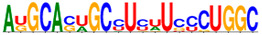
**398**	**−3.9**	**1.2 × 10^−2^**	**141**	**545**	**10**	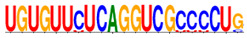

^1.^ Denotes the miR family HMM logo for the sequences having ≥20 counts in library. miR families in bold are reported with known vvi miRNA member. (For all miRNAs see Table S4).

## Data Availability

The RNA-seq data has been deposited in NCBI under accession number GSE95707.; The small RNA data has been deposited at http://openprairie.sdstate.edu/vitis_riparia_microRNA_data, accessed on 4 March 2021.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/plants10040669/s1, Figure S1: Hierarchical clustering showing distinct transcriptome profile of LD and SD bud samples. Figure S2: Correlation between microarray and rnaseq differentially expressed genes in buds with 28 days of LD and SD treatment. R^2^ = 0.80, *p*-value < 2.2 × 10^−16^. Figure S3: (a) Length distribution of miRNAs sequences in LD and SD buds. Numbers in legend indicate total number of miRNA sequences in LD or SD library. (b) Frequency of differential abundance of miRNAs in paradormant and endodormant buds. Paradormancy (LD, 15 h) in blue bars and endodormancy induction (SD, 13 h) in orange bars. Table S1: *V. riparia* differentially expressed up- and downregulated genes in short day (SD, 13 h) relative to long day (LD, 15 h) buds. *n* = 3, adjusted *p*-value ≤ 0.05 and fold change (≥1 or ≤−1). Table S2: Gene set enrichment analysis (GSEA) of all genes expressed in SD and LD buds. A positive normalized enrichment score (NES) indicates VitisNet pathways enriched in SD and a negative NES indicates pathways enriched in LD treatments at nominal *p*-value < 0.05 and false discovery rate (FDR) q-value < 0.25. Table S3: GO enrichment analysis for differentially expressed genes *V. riparia* short day (SD, 13 h) and long day (LD, 15 h) buds. Significance of enrichment was calculated using hypergeometric distribution adjusted by set count sizes (SCS) for multiple hypothesis correction (*p*-value, SCS ≤ 0.05). Table S4: List of all *V. riparia* bud miRNAs abundant under short day (SD, 13 h) and long day (LD, 15 h) photoperiod treatment. Table S5: qPCR primer sequences for validation and log fold change of qPCR and miRNA abundance for long day (LD, 15 h) and short day (SD, 13 h) *V. riparia* buds. In primer column, the lowercase letters indicate the gene specific sequence and the uppercase letters indicate the universal sequence. Table S6: List of predicted target genes of abundant miRNAs under short day (SD, 13 h) and long day (LD, 15 h) photoperiod treatment in *V. riparia* bud. Table S7: GO enrichment analysis of target genes for *V. riparia* long day (SD, 13 h) and long day (LD, 15 h) abundant bud miRNAs. Significance of BP enrichment was calculated using hypergeometric distribution adjusted by set count sizes (SCS) for multiple hypothesis correction (*p*-value, SCS ≤ 0.05). Table S8: Inverse expression pattern of predicted target genes for long day (LD, 15 h) and short day (SD, 13 h) miRNAs as identified with our RNA-seq and compared with other dormancy data sets (marked in red fonts in Figure 4). Table S9: Protein network of *MYB3R1* interaction with transcriptional targets, protein interactors, and miRNA. Values are expressed as Log FC of SD relative to LD buds.

How the deposited data were processed for this re-analysis (not part of the article)

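RNA-seq values of buds of *V. riparia* 'Manitoba 37' vines were re-analysed, from 3 LD samples (15 h photoperiod, paradormant) and 3 SD samples (13 h photoperiod, endodormant) taken after 28 days. The condition and the replicate number of each sample were read from its GEO title, which names the photoperiod and the replicate. The small RNA libraries, the qPCR and the microarray comparison were not analysed here.

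The authors trimmed the reads with Cutadapt and Prinseq-lite, aligned them with TopHat and Bowtie2 to the *V. vinifera* PN40024 genome and computed FPKM per gene with Cufflinks, and the deposited tables hold these FPKM values, 1 table per sample. The deposited FPKM are normalized by the authors for gene length and for the number of mapped reads of each sample, are not on a log scale and are not averaged over replicates. They differ slightly from the replicate values printed in Table S1, and the paper does not say how those were scaled. The authors' own test was Cuffdiff, which works on reads and could not be repeated from FPKM.

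All tables list the same 29970 genes. Locus starts were counted from 0 in the tables, because the difference of end and start was a multiple of 3 in 1049 of the 1588 loci under 400 bases, so 1 was added to each start. Gene names, VitisNet pathways and gene ontology lists were taken from Table S1 and Table S3. Of the 1336 rows of Table S1, 1323 are single genes of the tables, and the other 13 join several identifiers and were left out of the gene-by-gene comparison.

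Genes with a mean FPKM of at least 1 in LD or in SD were kept, which left 20189. Their values were transformed to log2(FPKM + 1) and compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend on mean expression and robust variance estimates), with Benjamini-Hochberg adjustment. A gene passed with an adjusted p-value of 0.05 or less and a change of at least 2 times in the ratio of group means, following the cut-offs in the paper's methods. Because FPKM are not read counts, no count-based model was used. The other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The fit was tested on simulated data in which 200 of the genes were changed by 1.5 on the log2 scale. It recovered 177 of them, or 88.5%, with 5 false calls among 19989 unchanged genes. The changed genes were drawn only from those with a mean FPKM of at least 10, and the simulated noise was independent between genes and samples. The recovery therefore does not describe genes expressed at a lower level, smaller changes or deviations shared between samples.

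The standard error of a log2 fold change was derived from the replicate standard deviations by the delta method. Pathways were compared by Fisher's exact test of the number of Table S1 genes down and up in SD, inside against outside the pathway, with Benjamini-Hochberg adjustment over 8 pathways. Table S1 was made from the same libraries, so these comparisons are not independent of it. The test also treats the genes of a pathway as independent of each other, which they are not. Distances between samples and principal components used log2(FPKM + 1). Groups of 3 against 3 allow no permutation p below 0.1.

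The depth per sample is unknown, since the tables hold no read numbers. Genes with an FPKM under 0.4 in every sample show regular steps between samples, from which relative depth was estimated. It was 1.00, 0.80 and 0.73 in LD replicates 1 to 3 and 0.75, 0.66 and 0.55 in SD replicates 1 to 3. The step of 1 read to 1 held 9.3% to 13.4% of the genes compared, and that of 2 reads to 1 held 11.0% to 12.9%. Neither step stood out, so the estimate is rough. By this estimate the SD samples had fewer reads on average, which would lower the precision of low values in SD in particular.

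The genes named were chosen by a rule set before the tables were opened. It covers every gene the paper names as changed that Table S1 pairs with an identifier (for a family, the members with the largest and the smallest log2 fold change), and the 5 largest and 5 smallest log2 fold changes among genes past the threshold with replicates that do not overlap and a mean FPKM of at least 1 in both photoperiods. SPL4, trehalose-phosphatase, isoamylase, RBR1, MAD2 and MCM3 were set beforehand to be followed through every alternative.

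The alternatives tried were a pseudocount of 0.1, no filter on low values, an FPKM of at least 1 in every sample, rescaling of the samples by the median of ratios, the replicate number as a block, the fold change as limma's coefficient, other cut-offs, sample weights, and leaving out each of the 6 samples in turn. The pathway shares were also computed with only the Table S1 genes past the threshold in the main fit and, added after seeing the data, with only those past it with the replicate block. For the sample distances, the 1000 genes with the highest variance were tried as well. A test of gene families over all genes was planned and not run, because no table of names for all genes was available. Gene ontology categories whose lists in Table S3 exceeded a fixed length of text were left out, because such lists could not be taken as complete.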

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

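The limma fit called 96 genes past the threshold that Table S1 does not list, 49 up and 47 down in SD relative to LD buds. They were flagged because the paper does not report on them. A further 5 genes past the threshold are part of joined identifiers in Table S1 and are not counted among the 96. Low expression was tested as a technical explanation: 46.9% of the 96 genes had a mean FPKM under 5 in both photoperiods, between the limits set beforehand, so this explanation remains open. Fold changes close to the threshold made up 31.2% (an absolute log2 fold change under 1.2), which also leaves that explanation open. Overlapping replicates were found in 0.0% of them, which decides nothing, because none of the 925 genes past the threshold had overlapping replicates. For 28 genes neither low expression nor closeness to the threshold applied. Their log2 fold changes ran from -3.627 to 3.178, with the LD and SD replicates apart in every gene. The photoperiod may account for part of the list, but it cannot be told apart from low expression and from the different test used on the same libraries, which was not examined.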

How the results depend on the processing

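The alternatives listed in the processing summary were set before the processed files arrived. The exception is the restriction to genes past the threshold with the replicate block, which was added after seeing the data. Several results kept their direction and their side of the test under every alternative computed for them. They were the ratio of down to up genes and the ratio of distances between and within photoperiods. The number of Table S1 genes with replicates that do not overlap did so too, with rescaling and with each sample left out. So did the shares of phenylpropanoid biosynthesis, starch and sucrose metabolism, glycolysis, cell cycle and auxin signaling genes down in SD. For these shares the alternatives were rescaling, the restrictions to genes past a threshold and leaving out each sample. No result reversed.

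The counts of genes depended on the cut-offs. With an adjusted p-value of 0.05 alone, 813 genes were up and 1352 down in SD, since most genes that pass the test change by less than 2 times. With an adjusted p-value of 0.01 and a change of 2 times, 103 genes were up, 205 were down and 286 of the Table S1 genes passed. Across the 6 fits that each left out 1 replicate, the number of genes up ran from 148 to 348, the number down from 285 to 551 and the number of Table S1 genes past the threshold from 369 to 685. Each of these counts was lower than in the main fit, except that the genes up rose from 309 to 348 without LD replicate 3. The lowest counts came without SD replicate 3, which had the highest sample weight, 1.65. With the replicate block, 303 genes were up and 644 down.

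With only the Table S1 genes past the threshold of the main fit, the share down was 77.8% for transcription factors, 80% for hormone signaling and 77.8% for ethylene signaling, and none of these differed from the other genes after correction. This alternative keeps 90, 30 and 9 genes of the 148, 70 and 28, so the tests have less power, and it leaves out genes that pass only with the replicate block, among them the 7 ERF105 genes. In an alternative added after seeing the data, with only the Table S1 genes past the threshold with the replicate block, the shares were 80% (84 genes down and 21 up), 84.4% of 45 genes and 90.9% of 22 genes, and all 3 differed from the other genes after correction (adjusted p = 0.025, 0.043 and 0.043). For ethylene signaling, the fits that each left out 1 replicate gave shares from 82.1% to 89.3%, and the difference did not pass the correction without LD replicate 1.

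The alternatives were set beforehand for 6 of the named genes, and were extended to the other named genes after seeing the data. Over the 57 named genes, 451 of 568 rows kept their side of the threshold, 112 became weaker and 5 stronger. Of the 46 genes past the threshold in the main fit, 17 stayed past it under every setting.

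The SD samples had an estimated relative depth of 0.55 to 0.75 of that of LD replicate 1. This limits what can be said of genes with a mean FPKM near or under 1, such as trehalose-phosphatase and UFO. In these genes the difference was not past the cut-off, and no test tied this to depth. The LD replicates of UFO themselves ran from 0.62 to 2.18 FPKM. The test of gene families by name over all genes, with its 2 alternatives, was not run because no names for all genes were available.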

Differences from the paper's values

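In the limma fit of the FPKM values, 616 genes were down in SD relative to LD buds, and the paper's value is 936. Of the alternatives set before the files arrived, 2 gave a count within 1.5 times of the paper's: the replicate block, with 644 genes, and an adjusted p-value of 0.05 alone, with 1352. The other alternatives did not, with counts from 205 to 617, and no alternative gave the paper's value itself. The counts of genes up, 309 here and 400 in the paper, and of all genes, 925 here and 1336 in the paper, were within 1.5 times of each other. The number of genes with an FPKM of at least 1 in LD or SD was 20189 here and 29288 in the paper. These are also within 1.5 times, but the deposited values cannot give the paper's count at that threshold. Only 21023 genes reached an FPKM of 1 in at least 1 sample. The alternative without a filter, which counts genes with a value above 0 in at least 1 sample, gave 26234.

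The paper describes the thaumatin genes it predicts as miRNA targets as lower in LD buds; 2 of the 6 thaumatin genes of Table S1 were lower in LD and 4 were higher, and which of them are the predicted targets is not in the files analysed here, so this need not be a difference. It describes heavy-metal-associated domain protein genes as higher in endodormant buds; 3 of 4 were, and 1 was lower. It describes laccase expression as inverse to a miRNA abundant in SD buds; 10 of the 13 laccase genes of Table S1 were higher in SD, although which of them the paper means is not in the files analysed here. The paper lists glycolysis among the processes higher in SD. Of the 4 glycolysis genes in Table S1, 2 were higher. Of the 2 past the threshold of the main fit, 1 was higher and 1 lower. With the replicate block, a restriction chosen after seeing the values, 2 genes passed and the 2 were higher. The paper counts trehalose-phosphatase, ORC3 and UFO among the differentially expressed genes. They changed in the paper's direction, with adjusted p-values of 0.091, 0.08 and 0.14 in limma's test. ERF105 genes, which the paper lists as lower in endodormant buds, were lower, with adjusted p-values from 0.25 to 0.35 without the replicate block and from 0.0021 to 0.04 with it. For VIT_12s0055g00640 the paper's log2 fold change is 4.91, and its FPKM here were 0.015 in LD and 0.011 in SD. For VIT_05s0049g00740 the paper's is -1.11, and the FPKM were 4.321 and 4.393.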

Other observations

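The photoperiod gave the largest count of genes among the ways to split the samples. For the number of genes up and the number of genes down, 1 of the 10 splits of the 6 samples, the real one, reached the value observed. The other splits gave at most 1 gene past the threshold. For the ratio of down to up genes and the number of Table S1 genes past the threshold the count was also 1 of the 10 splits, but this is no evidence, since the other splits have no ratio and Table S1 was selected on the real split of the same libraries. With 3 samples against 3 this share cannot fall under 0.1, so the number of splits alone cannot exclude a coincidence. By size, 925 genes passed in the real split and at most 1 in any other, so this split is the main division of the samples. Every other split mixes LD with SD, which raises the spread within its groups. The sizes therefore cannot tell the photoperiod from another factor that coincides with it. The predictions for these counts were written after the result had been seen, and those for the tests below before.

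More genes were down than up in SD. If fewer reads behind each SD sample were the reason, the ratio would approach 1 among well expressed genes. Among the genes with an FPKM of at least 10 in every sample it was 1.51, below the 1.99 of all genes. That is just above the limit of 1.5 set beforehand for ruling out fewer reads. With an FPKM of at least 1 in every sample the ratio was 2.04. The filter at 10 also drops genes that their own change takes under 10, so the fall to 1.51 cannot be assigned to read numbers. A few genes taking most of the FPKM was tested by the mean rescaling factors, whose ratio between SD and LD was 0.991, close to 1. With the samples rescaled by the median of ratios, the ratio of down to up genes was 1.81. The 100 genes with the highest FPKM held 18.1% to 18.8% in SD samples and 15.1% to 17.2% in LD samples. Fewer reads or the scaling may account for part of the excess of genes down, and by these limits neither accounts for all of it. A lower expression of many genes in endodormant buds remains as a hypothesis. GC content was not tested, nor was RNA composition beyond the rescaling.

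LD replicate 1 lay farthest from the SD samples and LD replicate 3 nearest. Among genes with an FPKM of at least 10 in every sample the order was the same, and the mean distance of LD replicate 1 to the SD samples was 1.382 times that of LD replicate 3, so low read numbers do not explain the order. A candidate explanation is that the LD buds stood at different points along the change from LD to SD. Across genes, the difference of LD replicate 3 from LD replicate 1 correlated with that of the SD mean from LD replicate 2 with a Pearson r of 0.137, between the limits set for and against, so this could not be decided.

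Genes past the threshold lay next to each other more often than by chance. Among the 18248 tested genes placed on chromosomes, 83 neighbouring pairs changed in the same direction, against a mean of 21.5 and a maximum of 38 in 1000 random placements, and 11 pairs changed in opposite directions. Reads shared between copies of one gene family would make most such pairs copies of each other; 40.8% of the 49 pairs within Table S1 shared their annotation, under the limit of 50% set beforehand. Relatives with differently worded annotations were not counted as copies, so shared reads may still account for some pairs. The longest runs were 10 genes up in SD on chromosome 16 from 16526141 to 16711898, with stilbene and resveratrol synthases, and 9 genes up on chromosome 12 from 18100795 to 18192366, with cupin and globulin-like genes.

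The samples with the same replicate number deviated together on average, with a mean correlation of 0.158 across genes. The replicates numbered 1 led at 0.287. Those numbered 3 had 0.079, under the 0.107 of LD replicate 3 with SD replicate 2. The 7 ERF105 genes were the plainest case, with values that fell from replicate 1 to replicate 3 in both photoperiods. With the replicate block, 48 genes passed the threshold whose LD and SD values overlapped. No explanation of this pattern was tested.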
